# Secondary Metabolism Gene Clusters Exhibit Increasingly Dynamic and Differential Expression during Asexual Growth, Conidiation, and Sexual Development in Neurospora crassa

**DOI:** 10.1128/msystems.00232-22

**Published:** 2022-05-31

**Authors:** Zheng Wang, Francesc Lopez-Giraldez, Jason Slot, Oded Yarden, Frances Trail, Jeffrey P. Townsend

**Keywords:** *Neurospora crassa*, asexual development, environmental microbiology, filamentous fungi, gene cluster, secondary metabolism, sexual development, transcriptomics

## Abstract

Secondary metabolite clusters (SMCs) encode the machinery for fungal toxin production. However, understanding their function and analyzing their products requires investigation of the developmental and environmental conditions in which they are expressed. Gene expression is often restricted to specific and unexamined stages of the life cycle. Therefore, we applied comparative genomics analyses to identify SMCs in Neurospora crassa and analyzed extensive transcriptomic data spanning nine independent experiments from diverse developmental and environmental conditions to reveal their life cycle-specific gene expression patterns. We reported 20 SMCs comprising 177 genes—a manageable set for investigation of the roles of SMCs across the life cycle of the fungal model N. crassa—as well as gene sets coordinately expressed in 18 predicted SMCs during asexual and sexual growth under three nutritional and two temperature conditions. Divergent activity of SMCs between asexual and sexual development was reported. Of 126 SMC genes that we examined for knockout phenotypes, *al-2* and *al-3* exhibited phenotypes in asexual growth and conidiation, whereas *os-5*, *poi-2*, and *pmd-1* exhibited phenotypes in sexual development. SMCs with annotated function in mating and crossing were actively regulated during the switch between asexual and sexual growth. Our discoveries call for attention to roles that SMCs may play in the regulatory switches controlling mode of development, as well as the ecological associations of those developmental stages that may influence expression of SMCs.

**IMPORTANCE** Secondary metabolites (SMs) are low-molecular-weight compounds that often mediate interactions between fungi and their environments. Fungi enriched with SMs are of significant research interest to agriculture and medicine, especially from the aspects of pathogen ecology and environmental epidemiology. However, SM clusters (SMCs) that have been predicted by comparative genomics alone have typically been poorly defined and insufficiently functionally annotated. Therefore, we have investigated coordinate expression in SMCs in the model system N. crassa, and our results suggest that SMCs respond to environmental signals and to stress that are associated with development. This study examined SMC regulation at the level of RNA to integrate observations and knowledge of these genes in various growth and development conditions, supporting combining comparative genomics and inclusive transcriptomics to improve computational annotation of SMCs. Our findings call for detailed study of the function of SMCs during the asexual-sexual switch, a key, often-overlooked developmental stage.

## INTRODUCTION

The kingdom Fungi exhibits some of the largest species and ecological diversity on the planet (1–3). Many fungi and fungal products are socially and economically important: the presence of fungi and consequent by-products can lead to beneficial or harmful effects on the environment (4–6). Among the fungal products responsible for these effects, secondary metabolites (SMs) are abundant and diverse in fungi (5, 7, 8). Many of these low-molecular-weight compounds can functionally affect their environment, hosts, and human life and are critical for the survival of their producers (9–11). Our knowledge about fungal SMs derives mostly from studies on a few fungal species of significance to agriculture and medicine—studies that have been focused on a few specific chemical products under optimized conditions (e.g., 12–17). Burgeoning fungal genome data have enabled the rapid identification of SM genes and gene clusters and made possible their annotation with diverse functions in fungal biology and ecology (5, 7, 18). However, many genes in SMCs are silent or expressed at very low levels in standard laboratory conditions (7), and the identification and isolation of secondary metabolites requires knowledge of their robust expression (19). Therefore, systematic investigation of SM expression dynamics across all key stages of the life cycle in diverse environmental conditions is essential. Such investigations in a fungal model can provide insights into functional and regulatory roles of SMCs across the fungal life cycle.

Most fungal SMs can be classified into four chemical classes or combinations within them—polyketides, terpenoid, nonribosomal peptides, and shikimic acid compounds (5). Genes that encode signature enzymes for these products are known as polyketide synthases (PKS), nonribosomal peptide synthases (NRPS), tryptophan synthetases (TS), and dimethylallyl tryptophan synthetases (DMATS). Within the fungal kingdom, filamentous ascomycete genomes tend to harbor more genes for secondary metabolism than genomes in other fungal lineages (20), whereas some fungal groups are not known to possess any secondary metabolites (21). Genomes of ascomycetes that have been made available by NCBI and the JGI 1000 Fungal Genome project encode different numbers of enzymes for synthesis of PKS, NRPS, TS, and DMATS (9). Within Ascomycetes, Sordariomycetes host an impressive ecological diversity and an exceptional number of species that are under investigation for genes in SM production (5, 22–25). In most cases these SM genes are annotated on chromosomes as “secondary metabolism” gene clusters (SMCs, sometimes referred to as biosynthetic gene clusters), and they are typically responsible for the anabolic chemistry of secondary metabolites as well as their regulation and transport (26, 27). SMCs are usually identified with bioinformatic approaches based on gene sequence similarity and conservation of gene colocation (synteny), which is aided by fungal diversity. However, extensive genetic and molecular biological knowledge of model fungi facilitates the understanding of gene activities and their regulation, including epigenetic regulation of gene expression, and thereby facilitates identification and functional annotation of SMCs. This regulatory information can be applied toward understudied fungi that represent a huge diversity in ecology compared with more limited numbers of well-studied reference genomes (10, 28). Therefore, studies on genomic regulation of SMCs and the mycotoxins they produce can be facilitated by the availability of genomic and transcriptomic data from models as well as nonmodel fungi.

Environmental factors are known to regulate production of SMs in diverse fungal species, especially via transcriptional regulation by transcription factors or epigenetic mechanisms (7, 10, 29–32). For example, environmental changes can induce fungal SM toxins, pigments, and other chemicals in association with fungal stress responses to drought, reactive oxygen species, temperature, and UV light intensity (9, 33–35). Fungal toxin production is known to respond to the presence of host elements, including the presence of other fungi, and in the laboratory it is often manipulated by culture on specialized media (36–39). Genome-wide regulation of secondary metabolites during the production of conidia (mitotic spores) has only recently been investigated in fungal genomes enriched with SMCs, including Aspergillus spp. (40–43). In addition, nutrient levels are essential signals to induce switches in reproductive mode or pathogen virulence of many fungi. Some studies suggested nitrogen limitation and amino acid levels affect SM biosynthesis, especially synthesis by NRPSs (44–47). However, environmental factors, including nutrients, are also key regulators for development and reproduction in many fungi. Genes regulating sporulation are known to affect some SMCs (48–51). Therefore, investigation of the expression of SMCs across fungal development in additional environmental contexts provides an opportunity to enhance our understanding of their regulation and function.

Environmental impacts on fungal growth and development have been a major focus of research on the model species Neurospora crassa (52–57). Long a genetic model system, N. crassa was the first filamentous fungus to have its genome publicly sequenced (55, 58). *Neurospora* species are known to produce toxins, such as neurosporin A and the salicylaldehyde sordarial, as a defense mechanism (59, 60). As in many filamentous fungi, the life cycles of *Neurospora* species can be divided into three well-studied developmental phases: asexual growth and reproduction, the asexual-sexual transition, and sexual development and reproduction (50, 56, 57, 61–73). The ease with which it can be manipulated under laboratory conditions, its distinctive morphology for establishing developmental check-points, its well-annotated genome, the modest complement of SMCs in its genome, and the extensive corpus of gene expression data previously collected make Neurospora crassa a convenient model for tracking SMC activity throughout the life cycle under different laboratory conditions.

In this study, we performed an *in silico* genome-wide search for SMCs in the N. crassa genome, extending the known list of SMCs and their core genes in this species. To investigate divergent regulation of SMC activities across developmental stages of the N. crassa life cycle, we revisited previous RNAseq data on key stages of asexual growth and reproduction, including conidial germination and conidiation, as well as sexual development and reproduction. To explore how SMC activities diverge in response to additional developmental and ecological factors, we analyzed previous data regarding the impact of light on N. crassa transcriptomics as well as new transcriptomic data from the N. crassa conidial germination process at high temperature (37°C) and on the commonly used (but nonstandard for N. crassa) fungal medium potato dextrose agar (PDA). These analyses provided insight into how expression of SMCs and production of mycotoxin are associated with growth, developmental status, and environmental condition. The congruence of RNA and protein expression levels has been controversial (74). Therefore, rather than assess absolute expression levels, we evaluated the coordinated regulation of RNA expression among all genes in each SMC across a suite of independent experiments in distinct environmental and developmental conditions. Significant coordination in expression for multiple genes in an SMC indicates these genes are under unified regulation under the condition being sampled. The term “coordinately regulated gene sets” (CRGS) has been applied to describe clustered sets of genes within SMCs that exhibit congruent RNA expression (75). We define CRGSs as SMCs within which the majority of genes (>50%) exhibit congruent expression. Identification of a CRGS is indicative of SMCs that are active under specific environmental/developmental conditions.

## RESULTS AND DISCUSSION

We investigated three aspects of the systemic regulation of all SMCs in a model fungus (Table 1): the number of SMCs and their contents based on the comparative genomics, the activities of SMCs based on high-quality transcriptomics under different conditions across the fungal life cycle, and the possible roles of SMCs based on knockout phenotypes. Data analysis was performed using the fungal version of antiSMASH v5.0 (76), LOX v1.6 for comparative gene expression (77), an R package (Corr) for Pearson correlation, and lag-penalized weighted correlations (LPWC; 78). All of these programs provide a strong basis for statistical inferences. With one exception (a reanalysis of data on conidiation from another research group), data normalization and analysis were restricted within the experiment of the same computational settings and experimental platforms.

**TABLE 1:** Summary of the data, analyses, and results in this study^*a*^^,^^*b*^

Data	Methods	Detailed results
Genomics^*a*^		
N. crassa^*b*^	AntiSMASH (v5) and JGI database	20 SMCs with 177 genes were identified in these genomes (Table 2)
*N. discreta*		
*N. tetrasperma*		
Transcriptomics		
N. crassa asexual growth (BM 25°C)	LOX normalization Pearson correlation (R) LPWC correlation	Fold-changes and mapped counts (Tables S1 and S2) Correlations among SMCs (Fig. 1 and 6, Table S3) CRGs (Fig. S1, Tables S4 and S5)
N. crassa asexual growth (BM 37°C)		
N. crassa asexual growth (MM 25°C)		
N. crassa asexual growth (PDA 37°C)		
N. crassa growth respond to light^*c*^		
N. crassa conidiation (mix)^*d*^		
N. crassa sexual reproduction (SMC)		
Knockouts		
N. crassa knockout mutants on BM and SCM (25°C)	Phenotyping during asexual and sexual growth	126 SMC genes were examined for KO phenotypes (Fig. S1, Fig. 7)

a Genome annotations were derived from the JGI MycoCosm database (https://mycocosm.jgi.doe.gov/mycocosm/home). For execution of the AntiSMASH fungal version, the latest annotation of the N. crassa genome was supplied, and detection stringency was set to be “relaxed,” with extra features applied, including known cluster BLAST, subcluster BLAST, cluster Pfam analysis, active site finder, and RREfinder, as well as cluster border prediction based on transcription binding sites.

b The N. crassa *mat A* wild-type Oak Ridge (OR) strain, obtained from the Fungal Genetic Stock Center (FGSC2489, which other than at the mating-type locus has the same genetic background as the *mat a* wild-type strain available as FGSC4200) was studied in the experiments under constant light in the Townsend laboratory.

c RNAseq data of N. crassa from liquid culture of hyphae of wild-type strains (FGSC2489 and -4200) in response to light exposure (from Chen et al. [94]). Data points include 0 (dark), 15, 60, 120, and 240 min of exposure to light after a 24-h dark treatment.

d RNAseq data of N. crassa conidiation from Sun et al. (84) were reanalyzed, including three stages of N. crassa conidiation (wild-type *mat a* strain FGSC4200) that were sampled from culture on Vogel’s medium under constant light. The sexual development stage sampled in Sun et al. (84) was excluded from transcriptomic analysis in this study to avoid an inappropriate mixture of heterogenous stages of the life cycle within our analysis.

10.1128/msystems.00232-22.1 FIG S1 Expression profiles of genes in SMCs during key stages of asexual growth under different environmental conditions, asexual reproduction, and sexual reproduction (see also Table S1 for fold change values). SMCs with CRGSs identified with lag-penalized weighted correlation are indicated with red dots (Table S2). Numbers of plates indicate SMCs as identified in Table 2. The *x* axis shows sampling points under different culture and developmental conditions: asexual growth sampled for cultures of conidia germination to first branched hyphae on Bird medium, maple sap medium, and PDA medium at 25°C and Bird medium at 37°C; conidiation data are from Sun et al. (84) but reanalyzed with LOX. Expression on Vogel’s medium at 0, 12, and 24 h during conidiation and initiation of sexual development on synthetic complete medium; eight stages of sexual reproduction starting with protoperithecia and then 2 h after crossing and then at 24, 48, 72, 96, 120, and 144 h of perithecial development toward the maturation of ascospores (63). Under each condition, the expression level at the first data point of each experiment was normalized to 0; for graphic display, expression changes between 2 and –+2 were rescaled by being halved instead of being rescaled by taking the logarithm. Dashed black lines represent the average expression change curves in each experiment. Download FIG S1, TIF file, 0.2 MB. Copyright © 2022 Wang et al. 2022 Wang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00232-22.2 TABLE S1 General information for genes predicted in each SMC and LOX measurements of expression fold change, with the lowest expression of the data point in each of the six experiments set to 1. Download Table S1, XLSX file, 0.2 MB. Copyright © 2022 Wang et al. 2022 Wang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00232-22.3 TABLE S2 Mapped read counts for experiments cited in this study. Download Table S2, CSV file, 2.6 MB. Copyright © 2022 Wang et al. 2022 Wang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00232-22.4 TABLE S3 Pairwise correlation coefficient *R* (ranging from –1 to +1) between SMCs under 6 experimental settings shown in Fig. 1 and among genes in each SMC under 6 experimental settings (a distinct *R* value cutoff for *P < *0.05 was provided for each experimental dataset). Download Table S3, XLSX file, 0.1 MB. Copyright © 2022 Wang et al. 2022 Wang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00232-22.5 TABLE S4 Coordinately regulated gene sets (CRGSs) identified with lag-penalized weighted correlation for stages/conditions during asexual and sexual development. Download Table S4, XLSX file, 0.02 MB. Copyright © 2022 Wang et al. 2022 Wang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00232-22.6 TABLE S5 Coordinately regulated gene groups and pairwise correlation coefficient *R* (ranging from –1 to +1) of gene expression between genes in each SMC during conidiation. Correlation coefficients ≥0.5 are highlighted in brown. Download Table S5, XLSX file, 0.03 MB. Copyright © 2022 Wang et al. 2022 Wang et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Secondary metabolism gene clusters (SMCs) were recognized.

A total of 20 SMCs with 177 genes were recognized and analyzed (Table 2). Out of the 20 SMCs, 19 SMCs were recognized within the N. crassa genome by antiSMASH (76) and 1, composed of NCU07307 and -07308, was previously identified in the JGI MycoCosm fungal genome database (18). Among the 19 SMCs predicted by antiSMASH, 16 featured core genes that had also been previously identified using a different algorithm utilized in the JGI MycoCosm database. Orthologs of these core genes in all 19 SMCs were identified in N. crassa, Neurospora tetrasperma, and Neurospora discreta. antiSMASH predicted five additional SMCs that were previously unreported in the JGI MycoCosm database.

**TABLE 2:** Core genes of secondary metabolism clusters in N. crassa

SMC no.	Chromosome	antiSMASH clusters^*a*^	JGI^*b*^	SMC type^*c*^	CRGS^*d*^	Notes^*e*^
1	I (7914549–7932266)	NCU00583 to -00587 **(NCU00583)**	Not identified	PKS	BM, PDA, BM37	NCU00582, -00589 (BM)
2	I (8432960–8474209)	NCU03000 to -03016	NCU03010	NRPS-like	BM, SCM	None
3	I (88672729–8717074)	NCU16468, -02913 to -02926	NCU02927 to -02918	PKS	VM, SCM	NCU02908, -02910, -02930, -02931 (SCM)
4	II (3937420–3969336)	NCU08402 to -08403, -16586, -08404 to -08409, -16588, -08410	NCU08404 to -08407	NRPS-like	BM	NCU08411 to -08413 (BM); NCU08411, -08412 (SCM)
5	II (4062839–4096852)	NCU08436 to -08443, -08445 **(NCU08442)**	NCU08439 to -08443	NRPS	No condition	None
6	IV (1967–36181)	NCU10285, -09635 to -09641, -10572, -09642	NCU10285, -09635 to -09640	PKS	BM, BM37, VM	NCU09627 to -09630, -09633, -09634 (BM)
7	IV (508445–548448)	NCU04860 to -04862, -04865 to -04867 **(NCU04867)**	NCU04865	PKS	PDA	None
8	IV (4422480–4439201)	Not identified	NCU07307 to -07308	PKS-like	All conditions	NCU07310 (BM)
9	V (1702664–1723869)	NCU03583 to -03585	Not identified	PKS	PDA, BM37	NCU03582 (SCM)
10	V (4020488–4031764)	NCU01423 to -01427	Not identified	Terpene	PDA	None
11	VI (59272–103867)	NCU07119 to -07126, 07117 **(NCU07122)**	NCU07119	NRPS	VM	None
12	VI (398436–416452)	NCU04692, -17064, -12075, -04694 to -04695	NCU12075	DMAT	MSM, BM37	NCU04699 (BM); NCU04690, -04691, -04697 (SCM)
13	VI (854581–890466)	NCU04797 to -04806 **(NCU04804)**	Not identified	PKS-like	BM	NCU04796 (BM)
14	VI (3080467–3107588)	NCU06013, -17123, -06007 to -06012	NCU06013	PKS	BM37	NCU06001, -06005, -06019 (BM)
15	VI (4070819–4105738)	NCU05007 to -05014	NCU05011	PKS	BM, PDA, BM37	NCU05006, -05015 (SCM)
16	VI (4116143–4157329)	NCU05005 to -05004, -10597, -05001, -12150 to -12152, -05000, -12154, -04998 to -04996, -10537, -04994, -12156 **(NCU04998)**	NCU05000, -12154	NRPS-like	No condition	NCU04992 (BM); NCU04991, -04992 (SCM)
17	VII (1083585–1110519)	NCU08395 to -08399, -12034	NCU08399	PKS	BM37	NCU08390 (BM)
18	VII (1529996–1574489)	NCU04528 to -04535, -12022 to -12021, -06170	NCU04531	NRPS	BM37, SCM	NCU04520 to -04524, -04537 (BM)
19	VII (1954064–1973561)	NCU06054 to -06056, -10683, -06052 to -06051	Not identified	Terpene	BM, VM	NCU06057 (BM)
20	VII (3720911–3763243)	NCU05755 to -05763, -17267, -05764, -17268 to -17271, -05766 to -05769 **(NCU05759)**	Not identified	RiPP^*f*^	MSM, VM, SCM	NCU05770 (BM); NCU05751, -05752, -05773, -05774 (SCM)

a Orphan genes are listed in parentheses with a bold font.

b SMCs reported at the JGI MycoCosm database (Grigoriev et al. [18]).

c SMC-type identification follows the glossary in the antiSMASH documentation.

d Environmental and developmental conditions in which coordinately regulated gene sets (CRGS) were identified, including asexual growth on BM, MSM, and PDA at 25°C, asexual growth on BM at 37°C (BM37), conidiation on Vogel’s medium (VM), and sexual development on SCM at 25°C (as in Fig. S1).

e An additional five genes on each side of the predicted SCM were examined to ascertain whether they exhibited the same expression patterns as any two or more of the SCM core genes during asexual growth on BM at 25°C and/or during sexual development on SCM at 25°C.

f RiPP, post-translationally modified peptides.

The predicted SMCs are located on six of the seven N. crassa chromosomes. Only chromosome III (supercontig NC_026503) exhibited no SMCs. Among the 174 SMC genes, 118 have not yet been annotated for their functions. Among the genes in SMCs predicted with antiSMASH, seven genes were only found in *Neurospora* genomes, including NCU00583 (SMC no. 1), -04804 (SMC no. 13), -04867 (SMC no. 7), -04998 (SMC no. 16), -05759 (SMC no. 20), -07122 (SMC no. 11), and -08442 (SMC no. 5). Two genes in SMC no. 20 (NCU05760 and -05769) were only found in *Neurospora* and *Sordaria* genomes. We focused our further investigation on SMC genes that had annotations as to their function and that had knockout mutants available from the Fungal Genetics Stock Center (Table S1), especially for genes likely involved in cell wall synthesis and nutrient responses.

### SMCs exhibited diverse expression patterns during the N. crassa life cycle.

Expression of predicted SMC genes was analyzed across four stages of conidial germination and asexual growth, cultured on Bird medium (BM; 79) at 25°C, on Bird medium at 37°C (BM37), on potato dextrose medium (PDA) at 25°C, and on maple sap medium (MSM; 66) at 25°C. Expression of the SMC genes was also analyzed for cultures on Vogel’s medium during asexual sporulation and on synthetic crossing medium (SCM; 80) at 25°C across eight stages of sexual development, starting with the production of protoperithecia (Tables S1 and S2). 

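Of these experiments, asexual growth on PDA, a medium of potato extract, glucose and agar, was analysed here. Conidia, the asexual spores, of a wild-type mat A strain were grown under continuous white light, and 3 replicates were collected at each of 4 stages. The stages were fresh spores at about 15 min, first polar growth at about 120 min, doubling of the long axis by the germ tube at about 240 min, and first hyphal branching at about 360 min. The growth temperature is 25°C in the methods and the sample labels, and 37°C for PDA in Table 1. mRNA was selected with oligo(dT) and sequenced as stranded paired-end libraries. The authors trimmed the reads, aligned them with HISAT2 to version 12 of the OR74A genome, removed alignments of low mapping quality, and converted StringTie's coverage of each gene into a whole-number count. The paper gives the length of the sequenced reads, but the read length set for that conversion is not given in the sources used here, so that a count is a rounded estimate of reads. The deposited counts are not normalized, and they cover 10592 genes, of which 1027 had no count in any library. The 12 libraries held 51555784 to 84946272 counts, with a median of 67013024. At 15 min the totals ran from 60986237 to 69204396 (median 67918769), at 120 min from 69471364 to 80635774 (median 71739697), at 240 min from 53641950 to 84946272 (median 66107280), and at 360 min from 51555784 to 63287111 (median 63039263). Genes of ribosomal RNA took 1.98 to 11.7% of the counts of a library. A limit of 3 counts in 1 library, the most that a count of 0 allows, corresponded to 0.0353 to 0.0582 CPM (a gene's counts relative to the library total) across the libraries, and this limit and the intervals given elsewhere cover counting error only. They treat counts as independent, although both reads of a pair can be counted, so the limit can be too low and the intervals too narrow. From the counts, CPM values were scaled with edgeR's TMM factors (0.888 to 1.174), and stages were compared with edgeR's quasi-likelihood test over all 12 libraries, with Benjamini-Hochberg adjustment at 0.05. The test covered the 8118 genes that passed edgeR's filter on low counts, among them 139 of the 177 SMC genes. Between 15 and 120 min 6713 genes changed, 3498 of them upregulated and 3215 downregulated. With upper-quartile scaling 2888 were upregulated and 3833 downregulated, and with DESeq2 3186 and 3544. The other alternatives with all libraries of the compared stages kept more genes upregulated, so the more frequent direction depended on the method. Between 120 and 240 min 1812 genes changed (1022 upregulated, 790 downregulated), and between 240 and 360 min 3390 genes changed (1680 upregulated, 1710 downregulated). The choice that moved these counts most was a test against a 2-fold change in place of no change, which left 3080, 11 and 8 genes. When the libraries were scaled by their totals alone, 85.3% of the genes changed between 240 and 360 min were upregulated, as were 72.0% of those changed between 120 and 240 min. Without 240 min replicate 2 or replicate 3, the number of genes changed between 120 and 240 min was 1122 or 1102.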

Expression for neighbor genes of predicted SMCs was also examined for culture on BM at 25°C and on SCM at 25°C across sexual development (Table 2). RNA sequencing data are also available at the GEO database with accession numbers GSE41484, GSE101412, and GSE168995. N. crassa SMCs exhibited a dramatic variability in expression regulation depending upon developmental status and upon growth condition (Fig. 1A to F). Interestingly, expression for N. crassa SMCs generally followed a general-to-specific trend through the stages of asexual to sexual developments. A large portion of the SMCs exhibited congruent expression patterns during asexual growth, suggesting that these SMCs were likely subjected to similar expression regulation.

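On PDA, each SMC was given a mean profile over the 4 stages. For each gene the mean CPM of a stage, scaled by library totals, was divided by the lowest stage mean above 0, and these folds were averaged over the genes of the SMC that had counts in at least 2 stages. Pearson's r was then taken between the profiles of each of the 190 pairs of the 20 SMCs. Each r rests on 4 stage means, so it describes these profiles and was not tested. Of the 190 pairs, 120 had a positive r and 25 had an r above 0.95, while 1 had an r below -0.95. The mean r was 0.248 and the median r was 0.483. Profiles built from 1 library per stage, with the same replicate number, gave a lower mean r, of 0.156, 0.187, and 0.183, and more pairs above 0.95, with 54, 32, and 29. Profiles on a log2 scale relative to the first stage also gave a mean r of 0.156, the farthest from 0.248 among the alternatives with all libraries. With TMM factors the number of pairs above 0.95 was 35, and with the median over genes it was 20.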

**FIG 1:**
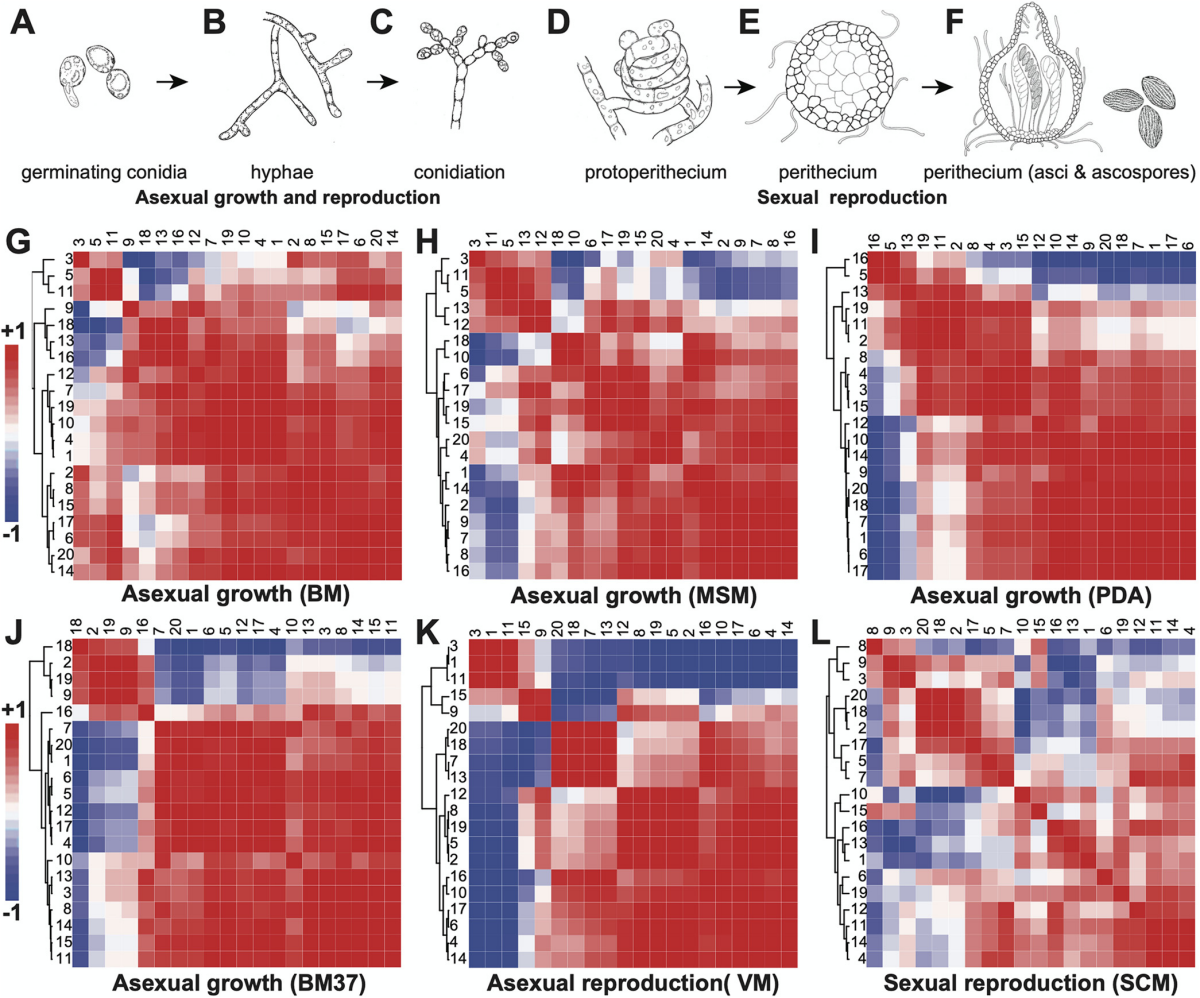
Morphology and transcriptomics for developmental stages of Neurospora crassa. (A to F) Morphologies depicted are (A) germinating conidia, (B) initial hyphal growth, (C) asexual sporulation, (D) initiation of sexual development in protoperithecia, (E) development of perithecia, and (F) sexual sporulation. (G to L) Hierarchically clustered heatmaps of correlation coefficient based on average fold change of gene expression (red, positive; blue, negative) within enumerated secondary metabolic clusters (Table 1) during asexual growth on (G) Bird medium (BM) at 25°C, (H) maple sap medium (MSM) at 25°C, (I) potato dextrose agar medium (PDA) at 25°C, and (J) Bird medium at 37°C; during conidiation on (K) Vogel’s medium (VM) at 25°C (from Sun et al. [84]) and during sexual sporulation on (L) synthetic crossing medium (SCM) at 25°C (from Wang et al. [63]).

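For PDA, the SMCs were divided by whether their mean profile at 120 min lay above or below that at 15 min. The mean r between profiles was 0.570 within the group of 5 SMCs that lay above, 0.733 within the group of 15 that lay below, and -0.473 between the groups. The division uses 2 of the 4 stages from which r is computed, so these values describe the groups and do not test them. For SMCs no. 4, no. 10, no. 14, no. 15, and no. 18, the mean r of their 10 pairs was 0.662, with single pairs from 0.003 to 0.940. In profiles of 1 library per stage it was 0.75, 0.666, and 0.663. This mean was 0.571 when the median over genes was taken and 0.725 with TMM factors.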

The grouping of SMCs by correlation clustering was not consistent among the four asexual growth conditions—especially between the treatments of 25°C and 37°C. In general, there were two coordinated expression groups among all SMCs that could be easily recognized in all four conditions (Fig. 1G to J). Higher expression correlation of SMCs was observed when N. crassa was cultured on BM and MSM at 25°C than when it was cultured on BM at 37°C, with SMCs no. 3, no. 5, and no. 11 or SMCs no. 4, no. 10, no. 14, no. 15, and no. 18 exhibiting two distinct expression patterns, and SMCs no. 4, no. 10, no. 14, no. 15, and no. 18 also exhibited a similar expression pattern on PDA at 37°C (Fig. 1G to I). For asexual growth at 37°C, there were also two distinct types revealed by expression correlation analysis: those that exhibited an upregulation during the production of germ tubes (SMCs no. 2, no. 9, no. 18, and no. 19) and those that exhibited a general downregulation during germ tube production (the other SMCs). The two groups could be differentiated from each other by expression changes occurring at the first step of conidial germination (Fig. S1). 

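On PDA, the mean profile at 120 min exceeded that at 15 min in SMCs no. 5, no. 11, no. 13, no. 16, and no. 19. The ratio between the stages was 1.93 for SMC no. 5, 1.42 for SMC no. 16, 1.41 for SMC no. 11, 1.27 for SMC no. 13, and 1.23 for SMC no. 19. In each of these 5 SMCs the ratio was above 1 in all 3 comparisons of libraries with the same replicate number. Without the gene with the highest fold at 120 min the ratio was below 1 in 2 of the 5, at 0.507 in SMC no. 16 without *ci-1* (64.8% of the profile at 120 min) and 0.878 in SMC no. 13 without *ubi-10* (33.8%). It was 1.03 in SMC no. 5 without *mprp-1* (52.3%), 1.02 in SMC no. 19, and 1.15 in SMC no. 11. Single genes did not all follow the mean. In SMC no. 16, 8 of 12 tested genes were upregulated and 4 downregulated between the stages, and in SMC no. 19 the numbers were 3 and 3 of 6 (edgeR, adjusted p threshold 0.05).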

The smaller group of only 4 to 10 SMCs exhibited a low but generally upregulated expression from spore to germ tube appearance, implying an activated status. A large group of the other SMCs exhibited downregulated expression before germ tube extension, implying inhibited activity during the developmental time course. 

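In the other 15 SMCs on PDA the mean profile was lower at 120 min than at 15 min. By stage means, the ratio of 120 to 15 min was lowest in SMC no. 20 (0.00248) and SMC no. 6 (0.0406). SMC no. 18 (0.11) and SMC no. 17 (0.119) followed, and it was highest in SMC no. 15 (0.794). Single libraries gave larger ratios for SMC no. 20, of 0.0167, 0.00539, and 0.00457. For SMC no. 15 they gave 0.523, 0.681, and 0.484, each below SMC no. 8 with 0.82, 0.686, and 0.798. The mean profile can rest on a single gene, since the gene with the highest fold made up 31.8 to 91% of the profile at 15 min in the 15 SMCs. In SMC no. 20 this was *poi-2*, with 89.1% of the profile, and in SMC no. 18 *app*, with 89.9%. Without that gene the ratio of 120 to 15 min rose above 1 in 7 of the 15 SMCs, from 1.03 in SMC no. 18 and 1.08 in SMC no. 3 to 1.7 in SMC no. 2 and 3.8 in SMC no. 1, with 1.23 in SMC no. 10, 1.26 in SMC no. 14, and 1.34 in SMC no. 15, so that the direction of the mean profile depended on a single gene there. By single genes, 11 of the 15 SMCs had more genes downregulated than upregulated, and SMCs no. 10 and no. 12 had as many of both (edgeR, adjusted p threshold 0.05). In SMC no. 18, 4 genes were upregulated and 5 downregulated. SMC no. 1 had 3 upregulated and 1 downregulated, and SMC no. 3 had 4 upregulated and 0 downregulated. In 14 of the 15 the ratio was below 1 in all 3 comparisons of libraries with the same replicate number, which share the number only. The exception was SMC no. 3, with ratios of 1.69, 1.29, and 0.694 for single libraries and 0.664 for the stage means. On a log2 scale 12 SMCs were lower at 120 min, and with the median over genes 13 were. No test was applied to a single SMC. From the direction of this first step the paper separates a smaller group of SMCs, which it proposes to be activated, from a larger group, which it proposes to be inhibited.

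**Figure D1:**
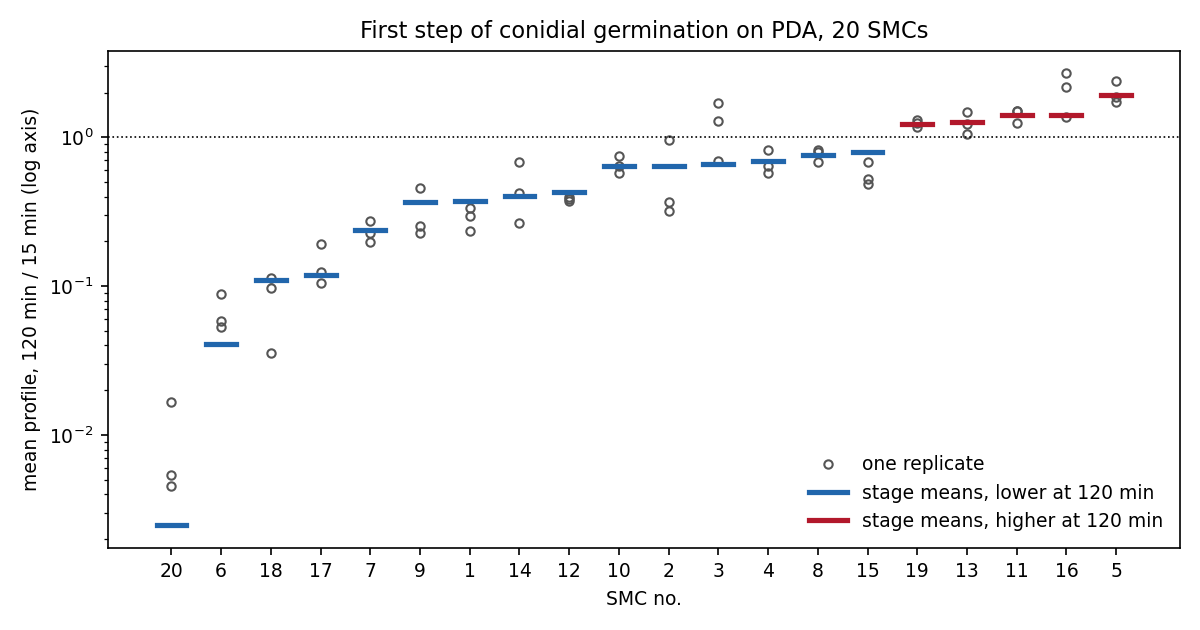
Mean profile of each SMC at 120 min divided by that at 15 min on PDA, on a log axis with a dotted line at 1, ordered by the ratio of the stage means. Bars are stage means and circles are pairs of single libraries with the same replicate number. Circles can lie off the bar because each profile is scaled to its lowest stage. The bars run from 0.00248 in SMC no. 20 to 1.93 in SMC no. 5, and the circles of SMC no. 3 lie on both sides of 1.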

The groups composing the small, generally upregulated SMCs and groups composing the large, generally downregulated SMCs were inconsistent in a comparison between 25°C and 37°C. SMCs no. 3, no. 5, and no. 11 were grouped together at 25°C, especially in the BM and MSM experiments. Furthermore, SMC no. 2, no. 9, no. 18, and no. 19 exhibited upregulation during early conidial germination in 37°C experiments, suggesting that temperature affects the activities of these SMCs. N. crassa conidial germination was examined here on three media: standard BM, a precisely controlled medium with a sparse range of essential simple nutrients, PDA, a richer medium with a more natural distribution of complex nutrients and carbohydrates, and MSM, a minimal but naturally complex medium. These experiments spanned a range of potential environments experienced by N. crassa in its natural state. However, many other potential environments are possible, and none of these media are the fungus’ natural habitat. Therefore, additional characterization of expression profiles for SMCs collected from growth on various media, especially those with different carbon and nitrogen ratios, are warranted to clarify the diversity of response to growth medium of SMC expression during the asexual phase.

SMCs manifested two clustered patterns during conidiation. Genes in SMCs no. 1, no. 3, no. 9, no. 11, and no. 15 exhibited similar patterns of expression, and the expression of genes in all other SMCs exhibited another distinct pattern (Fig. 1K). In contrast to their more uniform expression during asexual growth and conidiation, the most discrepant expression patterns among SMCs were observed during sexual development (Fig. 1L): only SMCs no. 2, no. 18, and no. 20 exhibited similar patterns of expression across the process, suggesting greater functional divergence among SMCs during sexual reproduction.

### Coordinately regulated gene sets (CRGS) were identified.

In general, genes within an SMC behaved similarly in one or more of the sampled conditions (Fig. S1). 

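For PDA, the mean pairwise r among the tested genes of each SMC was computed from log2(CPM + 0.5) stage means and compared with 10000 random lists of as many genes matched on mean expression. The r is across genes within these libraries, and genes are not independent replicates. Of the 19 SMCs with at least 2 tested genes, SMC no. 20 (mean r 0.485, 15 genes) and SMC no. 3 (mean r 0.456, 6 genes) lay above the 95th percentile of their random lists. The share of random lists at or above the SMC was 0.0464 and 0.0498, each 0.346 after Benjamini-Hochberg adjustment over the 19 SMCs, so that 0 SMCs passed. The highest mean r was 0.928 in SMC no. 8, which has 2 genes and lay at the 80.2 percentile of random pairs. Mean r was 0.551 in SMC no. 7 and 0.499 in SMC no. 10, and it was below 0 in SMCs no. 2, no. 5, no. 13, no. 15, and no. 17. With runs of neighboring genes in place of matched lists, 1 SMC lay above the 95th percentile, and 1 did when 15 min replicate 2, 120 min replicate 1 or 2, 240 min replicate 2, or 360 min replicate 1 or 3 was left out.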

Using the lag-penalized weighted correlation for clustering short time series (78), CRGSs were identified in 17 SMCs—all except SMCs no. 5, no. 16, and no. 11—during developmental stages and processes of the N. crassa life cycle (Fig. S1, Table 2, Tables S3 to S5). The CRGSs were supported by at least half of the genes that were classified in the same expression regulation cluster by lag-penalized weighted correlation in an SMC under certain growth/development conditions. Beside SMC no. 8, CRGSs under at least one condition during asexual growth were identified for 15 SMCs: no. 1 (BM25C, BM37C, PDA), no. 2 (BM25C), no. 4 (BM25C), no. 6 (BM25C, MSM), no. 7 (PDA), no. 9 (BM37C, PDA), no. 10 (PDA), no. 12 (BM37C, MSM), no. 13 (BM25C), no. 14 (BM37C), no. 15 (BM25C, BM37C, PDA), no. 17 (BM37C), no. 18 (BM37C), no. 19 (BM25C), and no. 20 (MSM). CRGSs were identified for five SMCs (no. 3, no. 6, no. 11, no. 19, and no. 20) during asexual reproduction of mitotic conidia (conidiation), and CRGSs were identified during sexual reproduction of meiotic ascospores for four SMCs (no. 2, no. 3, no. 18, and no. 20). Coordinated expression of the core genes in an SMC under specific developmental and environmental conditions indicates relevant regulation and activity of the SMC under those conditions.

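For PDA, the 154 SMC genes with counts in at least 2 stages were divided into 8 groups by the correlation of their fold changes with complete linkage, since the lag-penalized method was not used here. At least 50% of the clustered genes fell in the same group for 7 SMCs, with 6 of 9 genes in SMC no. 6, 8 of 12 in SMC no. 20, 3 of 4 in SMC no. 1, 2 of 2 in SMC no. 8, 2 of 4 in SMC no. 7, 2 of 4 in SMC no. 12, and 1 of 2 in SMC no. 9, where a single gene meets the criterion. When the group labels were shuffled among the genes 100000 times, 7.55 SMCs met the criterion on average, and the share of shuffles with at least as many as observed was 0.743 (permutation test, one-sided). With 6 groups the number of SMCs was 14 (permutation p = 0.45) and with average linkage 15 (permutation p = 0.16). With the criterion of more than 50% of the genes it was 4 (permutation p = 0.12). Without 15 min replicate 2 it was 12 (permutation p = 0.039, one-sided) and without 15 min replicate 3 11 (permutation p = 0.063). Without 120 min replicate 3 it was 12 (permutation p = 0.053) and without 240 min replicate 3 13 (permutation p = 0.21). By the paper's own cluster assignments for PDA in Table S4, which cover 140 genes, 12 SMCs met the criterion against 10.97 in shuffled labels (permutation p = 0.376, one-sided), and 6 did with more than 50% of the genes.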

### SMCs are actively regulated during asexual growth.

Asexual growth was sampled in four growth conditions: cultures on BM, MSM, and PDA at 25°C, as well as culture on BM at 37°C. Among the media used here, BM is specifically designed for asexual growth and reproduction only. 

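On PDA, 69 of the 139 tested SMC genes were downregulated and 47 upregulated between 15 and 120 min (edgeR, adjusted p threshold 0.05). Between 120 and 240 min 6 were downregulated and 15 upregulated, and between 240 and 360 min, when the first hyphal branch appeared, 23 were downregulated and 26 upregulated. Without 360 min replicate 3 the number downregulated between 120 and 240 min was 12, and without 120 min replicate 1 or 240 min replicate 3 it was 3. Adjusted over the list alone, the counts were the same except for 24 upregulated between 240 and 360 min. Over the whole course from 15 to 360 min, 67 were downregulated and 52 upregulated. Against a 2-fold change, 60 SMC genes passed between 15 and 120 min, while 0 passed in either later interval (edgeR's glmTreat), where 4 and 7 had an unadjusted p under 0.05. The interval from 240 to 360 min depended on the scaling of the libraries, since 47 genes were upregulated and 12 downregulated when totals alone were used. Between 15 and 120 min the median log2 fold change in limma's fit was -0.28 over the SMC genes and 0.05 over the other 7979 tested genes (limma's camera, adjusted p = 0.18 over 3 intervals). The medians were 0.07 and 0.01 between 120 and 240 min (camera, adjusted p = 0.68), and 0.02 and 0.02 between 240 and 360 min (camera, adjusted p = 0.68). Before adjustment, the p of the first interval was 0.06, and without 15 min replicate 2 it was 0.049. With an estimated correlation between genes it was 0.07, and with fry, which tests the SMC genes without comparison with the others, it was 6.4e-06 for the first interval, 0.025 for the second, and 0.081 for the third.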

In general, expression of SMCs exhibited a w-shaped pattern: most SMC genes were downregulated during the establishment of polar growth from fresh conidia to the appearance of the germ tube, then upregulated during the appearance of the first hyphal branch (Fig. S1). Of the 20 SMCs identified, 15 (SMC no. 1, no. 2, no. 4, no. 6 no. 7, no. 8, no. 9, no. 10, no. 12, no. 13, no. 14, no. 15, no. 18, no. 19, and no. 20) were identified with CRGSs in at least one of the four asexual growth conditions (Fig. S1). SMC no. 1, no. 8, no. 9, no. 13, and no. 20 exhibit differential expression dynamics during asexual growth. (Fig. 2).

**FIG 2:**
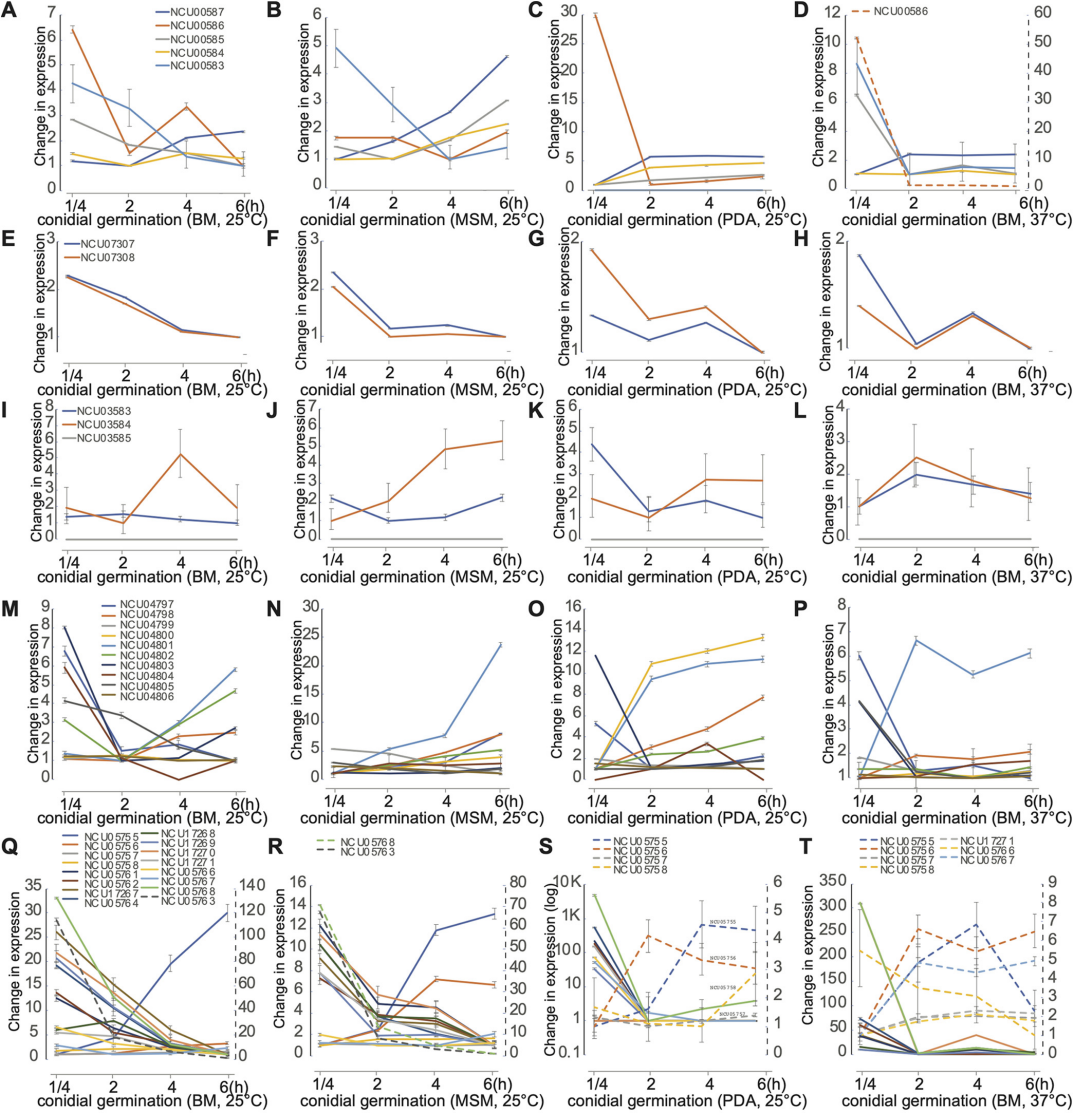
LOX expression profiles for selected secondary metabolic clusters (SMCs) no. 1, no. 8, no. 9, no. 13, and no. 20 during key stages of asexual growth (germination of conidia to the first hyphal branching on Bird medium (BM), maple sap medium (MSM), and potato dextrose agar medium (PDA) at 25°C and on Bird medium at 37°C; Table S1). (A to T) Expression profiles for genes in (A to D) SMC no. 1, (E to H) SMC no. 8, (I to L) SMC no. 9, (M to P) SMC no. 13, and (Q to T) SMC no. 20. Profiles for each gene are color-coded. Expression levels of some genes (dashed lines) are quantified by the secondary right-hand dashed *y* axis. Whiskers represent 95% credible intervals.

SMC no. 1 comprised five genes, including three annotated genes coding for mitogen-activated protein kinase *os-5* (NCU00587), nonanchored cell wall protein *ncw-6* (NCU00586), and phytoene synthase *al-2* (NCU00585). Except for the flanking open reading frame (ORF) NCU00583, the ORFs of SMC no. 1 were coordinately expressed across conidial germination cultured on BM at both 25°C and 37°C (Fig. 2A to D, Fig. S1). Cultured on BM—which supports only asexual growth—N. crassa genes in SMC no. 1 other than NCU00583 exhibited downregulation of expression before germ tube appearance, followed by slight upregulation of expression during germ tube extension. Conidia germinating on PDA exhibited upregulation of expression of genes in SMC no. 1, other than NCU00583 and -00586. 

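The genes of SMC no. 1 lie on chromosome I of NC12 between 7913654 and 7932266. From 15 to 120 min on PDA, expression of *os-5* (NCU00587), a mitogen-activated protein kinase kinase gene, rose from 14.6 ± 0.644 to 81.6 ± 3.19 CPM (SD, n = 3), a log2 fold change of 2.48 (standard error 0.05, edgeR adjusted p = 7.5e-14). The hypothetical protein gene NCU00584 rose from 10.7 ± 1.12 to 39.4 ± 3.44 CPM, a log2 fold change of 1.88 (standard error 0.08, edgeR adjusted p = 6.4e-11). The phytoene synthase gene *al-2* (NCU00585) rose by less, with a log2 fold change of 0.75 (standard error 0.04, edgeR adjusted p = 1.1e-09), and rose again from 120 to 240 min by 0.24 (standard error 0.04, edgeR adjusted p = 0.0019). The cell wall protein gene *ncw-6* (NCU00586) fell from 13.3 ± 1.05 to 0.42 ± 0.149 CPM, a log2 fold change of -4.97 (standard error 0.38, edgeR adjusted p = 3.6e-08). NCU00583 had 0 counts in all 12 libraries, which allows up to 0.00374 CPM over the libraries together.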

Genes NCU07307 and -07308 in SMC no. 8, encoding two subunits (*cel-1* and *cel-2*) of a fatty acid synthase complex, exhibit a very highly coordinated expression (Fig. 2E to H). This high consistency with expected coordinated regulation across different experimental settings for tightly associated genes (subunits) represents an internal validation of the expression data presented (c.f. subunits of the proteasome in Townsend et al. [81]).

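On PDA, *cel-2* (NCU07307, chromosome IV of NC12, 4431604 to 4439201) and *cel-1* (NCU07308, 4422480 to 4429129) lie side by side. Expression of *cel-2* was 1106 ± 62.4 CPM at 15 min, 919 ± 90.4 at 120 min, 991 ± 29.2 at 240 min, and 721 ± 99.1 at 360 min (SD, n = 3). Expression of *cel-1* was 932 ± 60.4, 623 ± 57.6, 649 ± 9.36, and 432 ± 98.6 CPM at these stages. From 15 to 120 min the log2 fold change was -0.58 for *cel-1* (standard error 0.13, edgeR adjusted p = 0.0011) and -0.27 for *cel-2* (standard error 0.09, edgeR adjusted p = 0.019). The second was no longer past the threshold without 15 min replicate 2 (log2 fold change -0.22, edgeR adjusted p = 0.08) or without 120 min replicate 2 (-0.19, edgeR adjusted p = 0.097), nor with library totals alone (-0.21, edgeR adjusted p = 0.051). Neither gene changed detectably from 120 to 240 min, and both fell from 240 to 360 min, *cel-1* with a log2 fold change of -0.59 (edgeR adjusted p = 0.0033) and *cel-2* with -0.46 (edgeR adjusted p = 0.0021). Within a library, the log2 ratio of *cel-1* to *cel-2* counts was -0.25 ± 0.03 at 15 min, -0.56 ± 0.04 at 120 min, -0.61 ± 0.05 at 240 min, and -0.76 ± 0.16 at 360 min (SD, n = 3). The shift of -0.31 from 15 to 120 min had an exact permutation p of 0.1 (two-sided), the smallest that 3 libraries against 3 allow.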

Of the three genes identified as belonging to SMC no. 9, a coordinated upregulation of expression after the germination of conidia was observed for a hypothetical protein-coding gene (NCU03583) and a perithecial gene (NCU03584, *per-1*) in Bird cultures, PDA cultures, and during conidiation (Fig. 2I to L). These two genes exhibited no significant expression changes when N. crassa was cultured at 37°C, a temperature that inhibits the sexual development in N. crassa. 

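Both genes were near the limit of detection on PDA. For NCU03583, a hypothetical protein gene on chromosome V of NC12 (1702665 to 1704482), the log2 fold change from 15 to 120 min was -1.82 (standard error 0.66, edgeR adjusted p = 0.021), and from 15 to 360 min it was -2.44 (standard error 0.71, edgeR adjusted p = 0.006). The latter was -3.23 without 360 min replicate 1 and -1.85 without 360 min replicate 3. From 120 to 240 min, after polar growth had begun, it was 0.45 (standard error 0.73, edgeR adjusted p = 0.72). The change from 15 to 120 min was no longer past the threshold without 15 min replicate 1 (log2 fold change -1.62, edgeR adjusted p = 0.072) or without 120 min replicate 3 (-1.55, edgeR adjusted p = 0.076), nor without 15 min replicate 2 or 120 min replicate 2 (edgeR adjusted p = 0.053 for each). The polyketide synthase gene *per-1* (NCU03584, 1714456 to 1721951) had 40 counts in the 12 libraries together and did not pass edgeR's filter, and NCU03585 had 0 counts.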

NCU03584 (*per-1*) is a polyketide synthase that is involved in melanin synthesis in N. crassa (63). Its name, *per-1*, derives from a phenotype of production of perithecia that fail to produce ascospores (82, 83).

SMC no. 13, a secondary-metabolic cluster newly identified in N. crassa with antiSMASH, includes seven genes encoding fructose-1,6-bisphosphatase (*fbp-1*, NCU04797), alpha-1,2-mannosidase (*gh92-1*, NCU04798), polyadenylate-binding protein (*pabp*, NCU04799), ubiquitin-10 (*ubi-10*, NCU04800), chalcone synthase (*csy*, NCU04801), peroxisomal biogenesis factor (*pex11*, NCU04802), and nitropropane dioxygenzse-2 (*npd-2*, NCU04803) and three hypothetical protein-coding genes (NCU04804 to -04806). All of these genes exhibited dynamic regulation during germination of conidia (Fig. 2M to P). Expression was high in activated conidiospores and was coordinately downregulated toward germination for cultures on Bird medium with simple sugar as the sole carbon resource (Fig. 2M to P). However, during conidial germination on MSM and PDA media featuring complex carbohydrates, these genes were generally (but less coordinately) consistent in expression level or were upregulated (Fig. 2N and O). Therefore, the roles of these genes as a cluster in response to ambient carbon resources in natural environments of N. crassa warrant further investigation.

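On PDA, 9 of the 10 genes of SMC no. 13, on chromosome VI of NC12 between 854430 and 891300, were tested. From 15 to 120 min, *ubi-10* had a log2 fold change of 3.38 (standard error 0.08), *csy* of 3.18 (0.11), *gh92-1* of 1.55 (0.15), and *pex11* of 1.18 (0.11), all upregulated. In the other direction, *npd-2* had a log2 fold change of -3.59 (standard error 0.13), *fbp-1* of -2.46 (0.13), *pabp* of -0.62 (0.13), and *mrp-7* (NCU04806) of -0.46 (0.05). All 8 changes were past the threshold of edgeR's test, also with each library left out in turn. The hypothetical protein gene NCU04805 was unchanged within its error, with a log2 fold change of -0.08 (standard error 0.13, edgeR adjusted p = 0.58), although with upper-quartile scaling it was called downregulated (edgeR adjusted p = 0.027). The orphan gene NCU04804 had 5 counts at 120 min, 13 at 240 min, and 0 at the other stages, and was not tested.

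**Figure D2:**
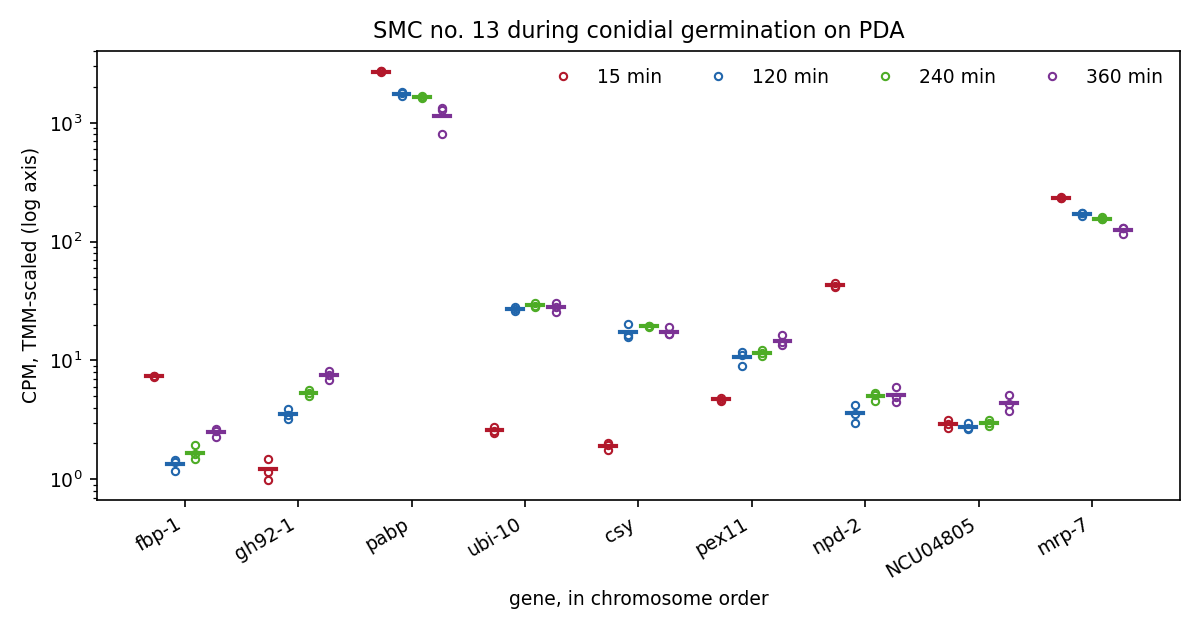
TMM-scaled CPM of the 9 tested genes of SMC no. 13 on PDA, on a log axis, in chromosome order. Circles are the 3 libraries of a stage and bars are stage means. *ubi-10* rises from 2.59 CPM at 15 min to 27 CPM at 120 min, while *npd-2* falls from 43 to 3.58 CPM.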

SMC no. 20 is a large SMC to which 19 genes were assigned, 7 of which are functionally annotated, coding for peptidase M4 *mpr-20* (NCU05756), nitrilase-5 *nse-5* (NCU05757), pheromone receptor *pre-2* (NCU05758), oligopeptide transporter-5 *opt-5* (NCU17269), zinc-finger transcription factor-10 *znf-10* (NCU05767), mating-response protein *poi-2* (NCU05768), and a putative septal pore-associated protein (NCU05769). 

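On PDA, the 19 genes of SMC no. 20 lie on chromosome VII of NC12, and 12 of them, between 3734171 and 3760745, fell more than 2-fold from 15 to 120 min (edgeR's quasi-likelihood test, highest adjusted p among them 0.0011). Their mean expression at 15 min was between 0.456 and 104 CPM. The highest was that of the mating-response gene *poi-2* (NCU05768), with 19015 counts over the 3 libraries at 15 min and 4, 9, and 14 counts at the later stages, a fall of 5543-fold by 120 min (95% counting interval 2164 to 20345). All 4 counts at 120 min lay in replicate 2, without which the fall was at least 4948-fold against a limit of 3 counts over the remaining libraries. The fitted log2 fold change of -12.30 was -15.75 without that library and -11.70 without 120 min replicate 3. NCU05763 fell from 7.82 ± 0.768 CPM (SD, n = 3) to no count, at least 555-fold lower against a limit of 3 counts over the 3 libraries, although its annotated span overlaps that of NCU17267 and reads could be divided between them. Over all 12 genes the lowest sum at 15 min was 84 counts, and the highest sum at any later stage was 15. For 6 of the 12 genes no count remained at 120 min, and for these the fall was at least 48.2-fold. The gene *nse-5* fell less, with a log2 fold change of -0.49 (standard error 0.12, edgeR adjusted p = 0.0026), and *mpr-20* rose, with 2.01 (standard error 0.47, edgeR adjusted p = 0.0014). NCU05755 rose from 15 to 360 min with a log2 fold change of 1.85 (edgeR adjusted p = 0.02), which without 360 min replicate 3 was 1.37 (edgeR adjusted p = 0.099), and which the 6 libraries of these stages alone put at 1.83 (edgeR adjusted p = 0.058). The pheromone receptor gene *pre-2* had 8, 6, 5, and 13 counts at the 4 stages, too few to test, and NCU05759, NCU05760, and NCU05769 had 0 counts in every library.

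**Figure D3:**
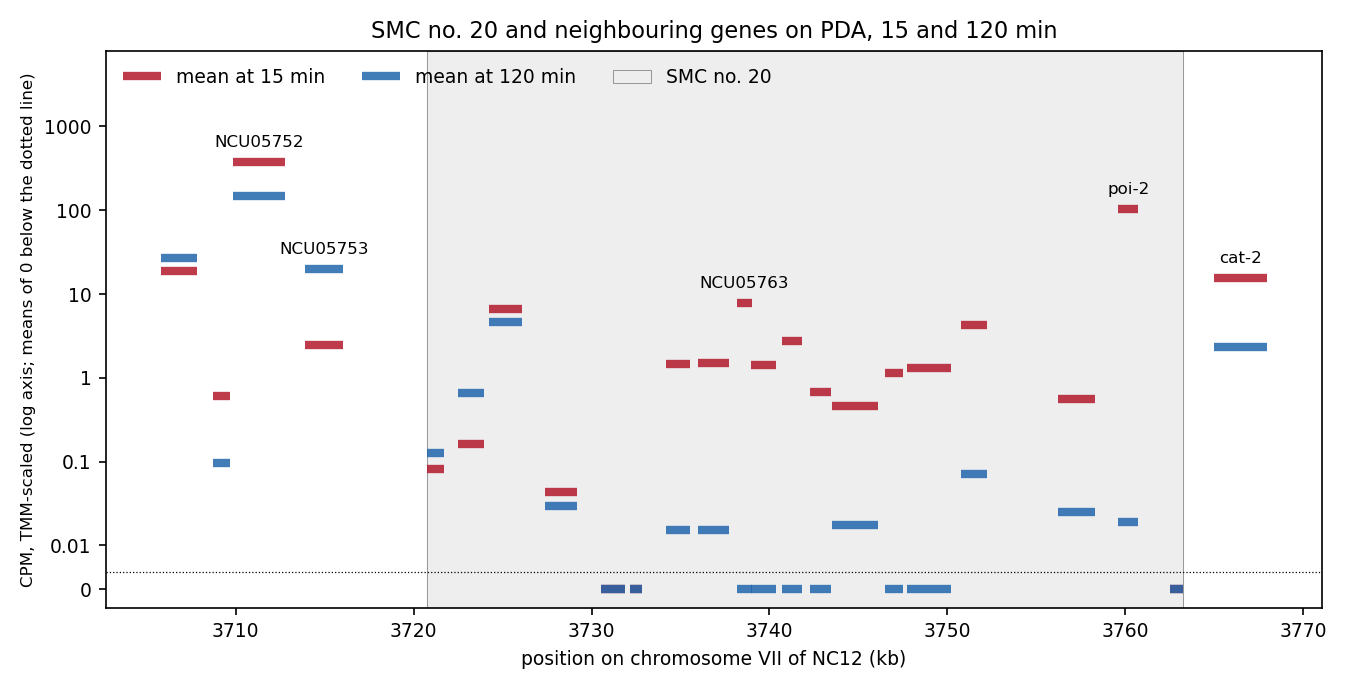
Genes of SMC no. 20 (shaded) and its neighbors on chromosome VII of NC12 on PDA. Each bar spans the annotated gene (position in kb) at its mean TMM-scaled CPM (n = 3) at 15 min in red and at 120 min in blue, on a log axis, with means of 0 drawn below the dotted line. The 12 genes that fell form the middle and right of the shaded region, up to *poi-2* at 104 CPM at 15 min.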

Excluding three cluster-flanking genes (NCU05755, -05756, and -05757) and two genes exhibiting no measurable expression (NCU05759 and -05760) that were identified only in the *Neurospora* and *Sordaria* genomes, the remaining 14 genes in the cluster exhibited coordinated expression during conidial germination at 25°C (Fig. 2R and S). These genes exhibited relatively lower expression fold changes and were less coordinated in expression when cultured at 37°C (Fig. 2T). Expression of genes in SMC no. 20 was highly coordinately regulated during sexual development (discussed below).

### SMCs are actively regulated during conidiation.

Three data points representing three stages on Vogel’s medium 0, 12, and 24 h after exposure to light to induce conidiation (published in reference 84) were reanalyzed. Conidia formed 12 h after exposure to light, and abundant conidia had been produced by 24 h subsequent to inoculation (65). High-rate production of conidia that forms a conidiation band in N. crassa is rhythmic, with a period of 10 to 11 h at 25°C. Thus, the peak production rate of conidia occurs about 12 h after inoculation of mycelia (85). A long history of genetic analysis of N. crassa conidiation has identified many key genes in the sporulation pathway (86–91). Based on these three data points, the SMCs exhibited more diverse regulation patterns during conidiation than during the conidial germination and asexual growth, including continual up- and downregulation as well as peaking expression patterns reaching a peak or nadir at the 12-h midpoint (Fig. S1). In the first three time points during conidiation, genes in SMCs no. 10, no. 16, and no. 18 exhibited high levels of coordination of expression during N. crassa conidiation (Fig. 3A to C).

**FIG 3:**
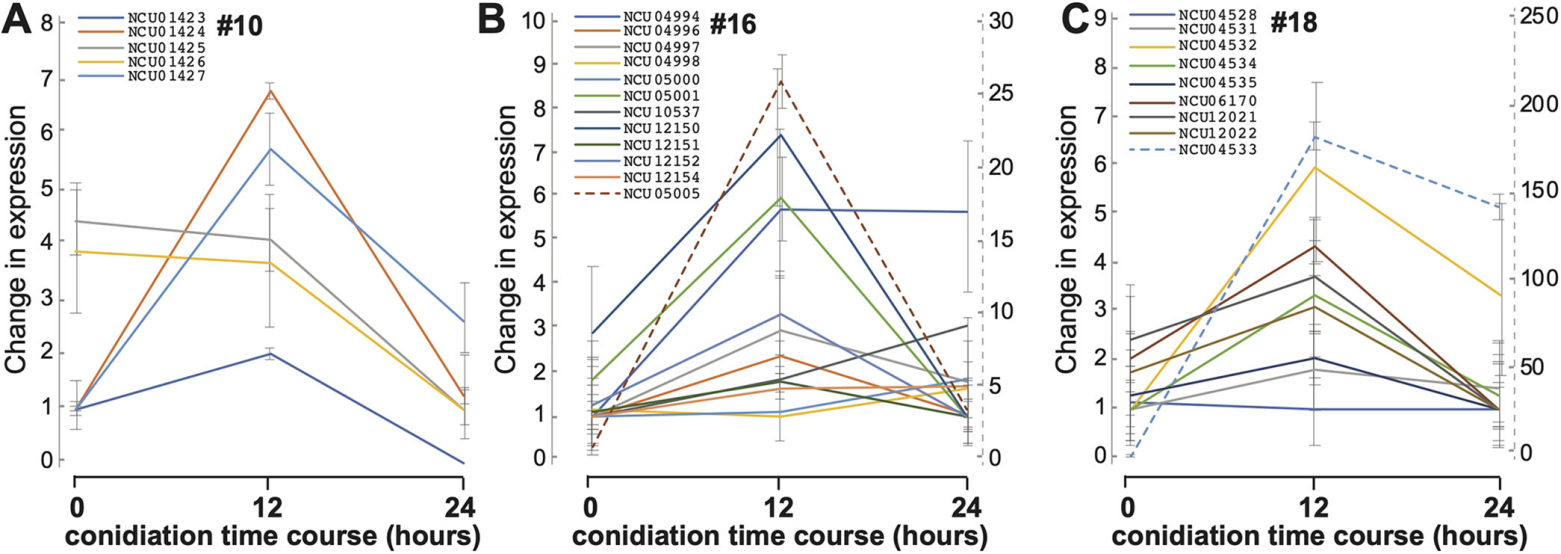
Expression profiles exhibited similarly highly coordinated expression among genes for three SMCs during conidiation on Vogel’s medium (see also Table S1). (A to C) Expression profiles relative to time points 0, 12, and 24 h of culture on Vogel’s medium for (A) SMC no. 10, (B) SMC no. 16, and (C) SMC no. 18. Line plots are color-coded by gene. Expression levels of some genes (dashed lines) are quantified by the secondary right-hand dashed *y* axis tick labels. Whiskers indicate 95% credible intervals.

SMC no. 10 includes five genes, NCU01423 to -01427. NCU01427 is annotated as geranylgeranyl pyrophosphate synthase *al-3*, which is light-regulated and involved in carotenoid accumulation during conidiation. It has a highly analogous function to that of *al-2* in SMC no. 1 (63, 92, 93). Genes of SMC no. 10 exhibited a coordinated upregulation after a short 15-min exposure to light, based on data from a previous study (94). SMC no. 16 comprises 15 genes, including those annotated as leucine aminopeptidase-2 *lap-2* (NCU04994), xylanase *gh10-3* (NCU04997), ent-kaurene oxidase *ci-1* (NCU05001), sugar transporter-29 *sut-29* (NCU12154), and transport of metals-61 *trm-61* (NCU12156). SMC no. 18 has 10 genes, including those annotated as laccase *lacc* (NCU04528), nuclear migration protein *nmp-1* (NCU04534), and spindle pole body component *div-19* (NCU04535). Both *nmp-1* and *div-19* are involved in regulation of microtubule activities and mitotic spindle establishment, which are critical for conidial germination, vegetative growth, and conidiation (95, 96).

### SMCs appear to have roles in the asexual-sexual switch.

Although the asexual-sexual switch is a critical decision-point in the life cycles of many fungi, it has not been well studied (66). One of the reasons studying the asexual-sexual switch in N. crassa has been challenging is that it has been difficult to knowledgeably mimic natural conditions for the decision and therefore difficult to properly acquire representative samples in the laboratory. The switch was not directly sampled in the experiments discussed here. Ideally, fine-scaled sampling over this 5- to 7-day process on a medium with similar carbon and nitrogen levels as the fungus’ natural habitats, along with statistical approaches to quantify heterogeneous components, will be supportive of a comprehensive understanding of this process. We revealed that some genes in SMC no. 5 exhibit likely roles in the switch. No CRGSs were identified in SMC no. 5 (leptomycin-B resistance protein *pmd-1*, NCU08439, plus NCU08440 to -08443). However, many genes in this cluster were upregulated during conidial germination near the stage at which branching hyphae appeared (Fig. 4A to D). 

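On PDA, 6 of the 9 genes of SMC no. 5 (chromosome II of NC12, 4062587 to 4097004) had enough counts for testing between 240 min and the first branching at 360 min. The gene *mprp-1* (NCU08445) was upregulated from 36 ± 0.92 to 47.6 ± 0.984 CPM (SD, n = 3), a log2 fold change of 0.40 (standard error 0.05, edgeR adjusted p = 8.3e-05). The leptomycin B resistance gene *pmd-1* (NCU08439) had a log2 fold change of -0.23 (standard error 0.06, edgeR adjusted p = 0.006), with 81.7 ± 3.03 CPM at 240 min and 69.6 ± 4.79 CPM at 360 min. For NCU08441, a nonribosomal peptide synthetase gene, it was -0.27 (standard error 0.07, edgeR adjusted p = 0.0094). With library totals alone neither of the latter was called (-0.03 and -0.07). NCU08436 (-0.09, edgeR adjusted p = 0.25), NCU08440 (0.14, edgeR adjusted p = 0.38), and NCU08443 (0.07, edgeR adjusted p = 0.72) did not change detectably, although NCU08440 was called upregulated with library totals alone (0.34, edgeR adjusted p = 0.031). NCU08437, NCU08438, and NCU08442 had 2, 0, and 5 counts in the 12 libraries together.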

Genes in this cluster also exhibited coordinated expression on synthetic crossing medium during the early stages of sexual development, from protoperithecia to 24 h after crossing, and were downregulated after crossing during sexual development (Fig. 4E). Such a congruent peak and fall suggest that these genes take on active roles in germinating conidia, and in protoperithecia before crossing, these stages represent the start and the end of the asexual-sexual switch. Therefore, the roles of SMC no. 5 in the asexual-sexual switch are of special interest.

**FIG 4:**
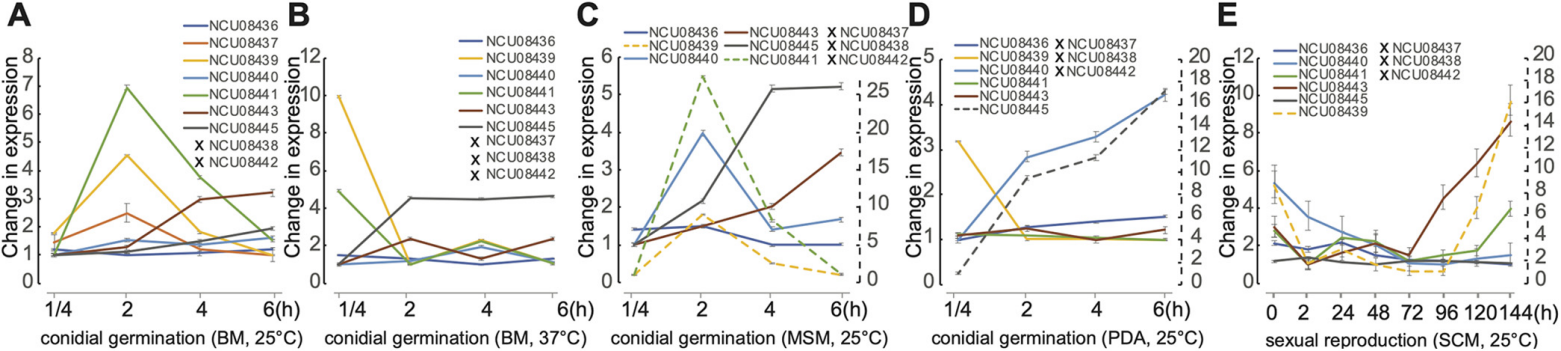
Expression profiles for SMC no. 5 during asexual growth and sexual reproduction of Neurospora crassa. (A to E) N. crassa was cultured and gene expression measured on (A) Bird medium at 25°C, (B) Bird medium at 37°C, (C) maple sap medium at 25°C, (D) PDA medium at 25°C, and (E) synthetic complete medium (SCM) at 25°C across eight stages of sexual reproduction from protoperithecia: 2 h after crossing and 24, 48, 72, 96, 120, and 144 h of perithecial development toward the maturation of ascospores (63). Line plots are color-coded by gene. Expression levels of some genes (dashed lines) are quantified by the secondary right-hand dashed *y* axis tick labels. Whiskers indicate 95% credible intervals. Genes with no detectable expression during the sampled processes are designated by a bold X in the legend.

Within SMC no. 5, the leptomycin-B resistance protein PMD-1 (NCU08439) is well studied. It is structurally similar to Ste6p in Saccharomyces cerevisiae, an ortholog of PMD-1 that plays an unclear role as a transmembrane transporter of the mating factor. N. crassa PMD-1 and S. cerevisiae Ste6p are orthologs of mating pheromone factor (p-factor) or mating factor (m-factor) in Schizosaccharomyces pombe (97, 98). Knockout mutants of *pmd-1* have been reported with abnormal growth and reduced pigment production during asexual growth and abortive protoperithecia that failed to be fertilized and to produce meiotic spores (54, 99), a phenotype that we confirmed in this study. However, *pmd-1* exhibited differential expression between low-carbon MSM and carbon-enriched PDA medium. The *pmd-1* gene product is a target of numerous antifungal drugs, such as leptomycin B, and further investigation of the response of *pmd-1* to the environmental carbon level could be helpful in understanding the roles of PMD-1 in fungal defense.

### SMCs are actively regulated during sexual growth and development.

Sexual reproduction in N. crassa starts with development of protoperithecia which protect the female receptive hyphae and then, after fertilization, mature into perithecia, within which resistant ascospores are produced and ultimately dispersed (53, 68). Secondary metabolites are known to be associated with sexual development in N. crassa (100, 101). A recent study reported that the production of insecticidal neurosporin A counteracted feeding attacks by arthropods during sexual development of N. crassa. Neurosporin A was shown to be a product of polyketide synthase gene cluster 6 (*pks-6*), homologous with the highly reducing polyketide synthase gene cluster from the Magnaporthe oryzae genome (59, 60).

Expression of genes within SMCs was more divergent during sexual development. Nevertheless, a general pattern of downregulation from protoperithecia to postcrossing perithecia was highly evident (Fig. S1). For many SMC genes, peak expression during ascospore development occurred between 48 and 96 h after crossing. CRGSs during sexual reproduction of meiotic ascospores were identified for four SMCs, no. 2, no. 3, no. 18, and no. 20 (Fig. 5A to D), within which only SMC no. 3 and SMC no. 20 (addressed above) genes exhibited coordinated expression during sexual development from protoperithecia to mature ascospores (Fig. 5B and D). SMC no. 3 has over seven genes (NCU02918 to -02926), including fruiting body maturation-1 (NCU02925, *fbm-1*) and three possible polyketide synthases (NCU02918 *pks-6*, -02919, -02923), as well as epoxide hydrolase-1 (NCU02924, *eph-1*). These genes exhibited highly coordinated downregulation during the early stages of sexual reproduction before meiosis and then coordinated upregulation toward the maturation of the asci and ascospores. The cluster featuring *pks-6—*regulating the production of the insecticidal polyketide neurosporin A—is part of SMC no. 3. However, assessed knockouts of the *pks*-like genes in SMC no. 3 did not manifest phenotypes in either asexual or sexual development. Therefore, a further biochemical assay would be warranted, investigating the effects of this gene knockout on the production of neurosporin A.

**FIG 5:**
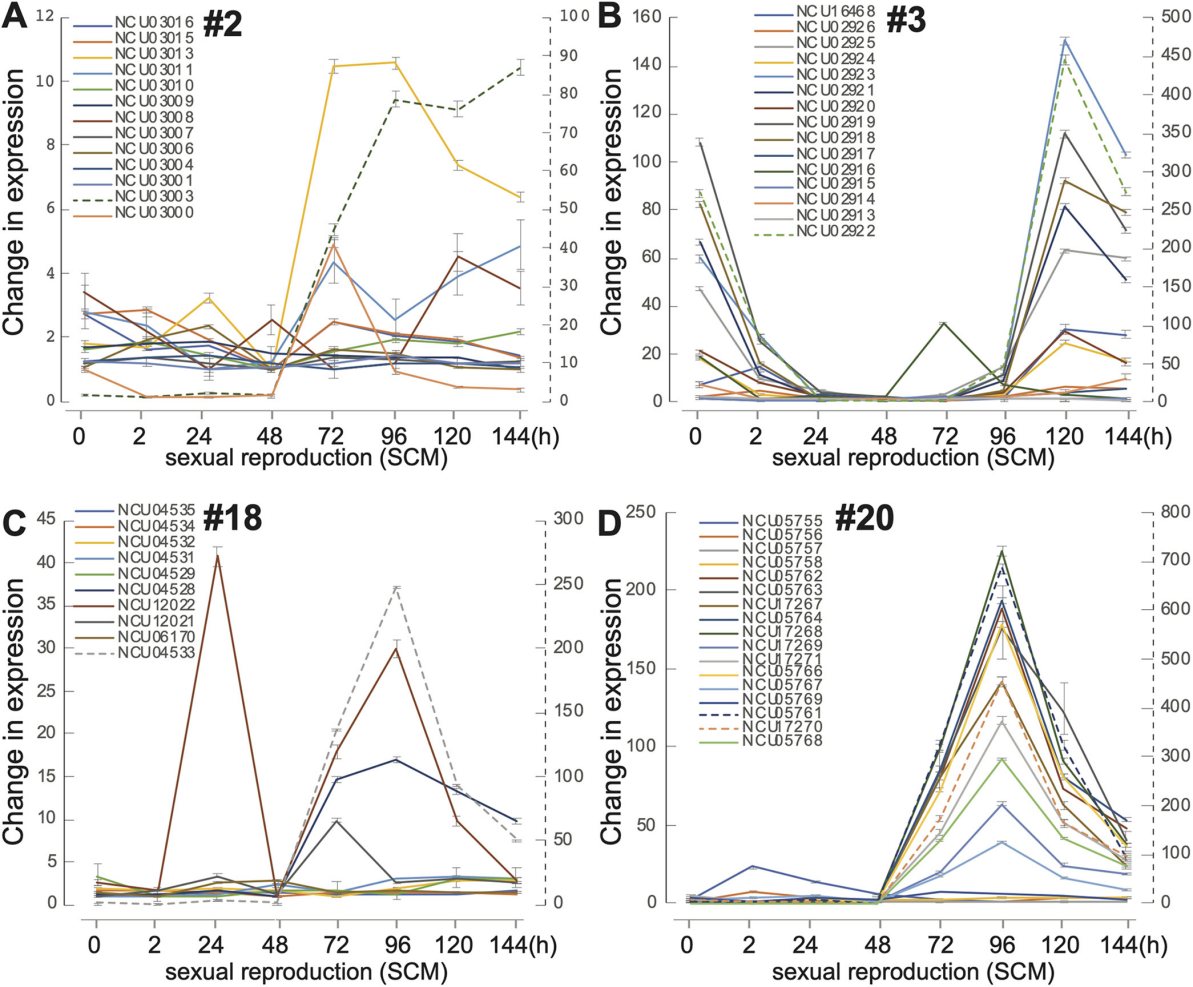
Expression profiles for selected secondary metabolic clusters (SMCs) during Neurospora crassa sexual reproduction cultured at 25°C on synthetic complete medium (SCM; Table S1). (A to D) Expression profiles for genes in (A) SMC no. 2, (B) SMC no. 3, (C) SMC no. 18, and (D) SMC no. 20. N. crassa was sampled at eight stages of sexual reproduction from protoperithecia, 2 h after crossing, and 24, 48, 72, 96, 120, and 144 h of perithecial development toward the maturation of ascospores (63). Line plots are color-coded by gene. Expression levels of some genes (dashed lines) are quantified by the secondary right-hand dashed *y* axis tick labels. Whiskers indicate 95% credible intervals.

### Temperature and light affect the expression of genes in SMCs during asexual growth.

Environmental factors, especially environmental stress from exposure to intensive light and/or extreme temperature, play critical roles in regulating SMC activities (29, 30). N. crassa grows with normal morphology and biology between 15°C and 37°C. Faster growth and branching were observed in higher temperatures, with a peak growth rate at 35°C (102, 103). In three SMCs (no. 14, no. 17, and no. 18), CRGSs were detected only for BM37C cultures within the four asexual growth experiments (Fig. S1). These three SMCs are representative of the three expression correlation patterns in BM37C (Fig. 6). 

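For the PDA experiment, the largest expression group held 3 of the 8 clustered genes of SMC no. 14, 2 of 6 of SMC no. 17, and 3 of 10 of SMC no. 18, by complete linkage on the deposited counts. In the paper's own assignments for PDA in Table S4 it held 2 of 8, 2 of 6, and 5 of 10 genes.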

Some genes in SMC no. 14 were annotated, including NCU06009, -06010, -06011, and -06013, encoding oxidoreductase, mutanase, multidrug-resistance protein 3, and polyketide synthase 1, respectively. All four of these genes exhibited decreasing expression following commencement of the conidial germination process. Similar downregulation was also observed for genes in SMC no. 17, including genes coding for pre-mRNA splicing factor DIM-1 (NCU08395), aldose epimerase-2 (NCU08398), and polyketide synthase 4 (NCU08399). More dynamic expression was observed for SMC no. 18 genes, including spindle-pole body component gene (NCU04535) and NudF-2 (NCU04534), genes that are required for nuclear migration during development (55). CRGSs identified in MSC no. 18 also suggested highly coordinated regulation among these genes during sexual development.

**FIG 6:**
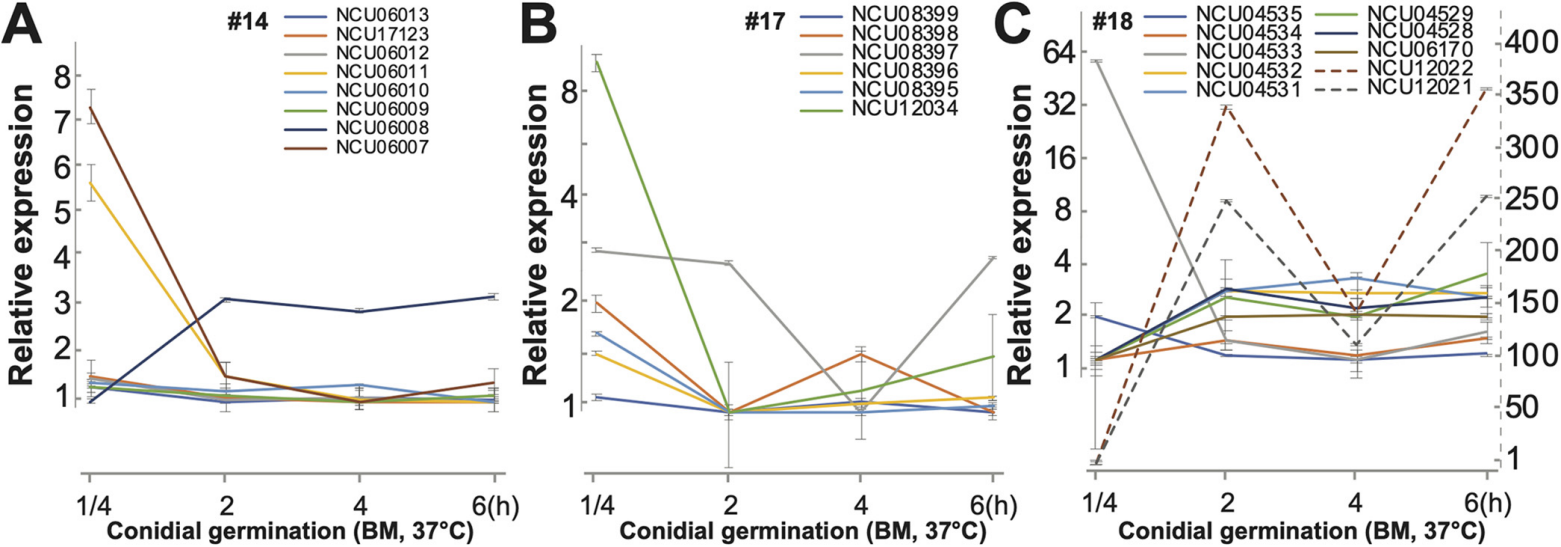
Expression estimates and 95% confidence intervals of genes at four stages of Neurospora crassa conidial germination on Bird medium at 37°C: fresh spores, polar growth, germ tube extension, and first hyphal branching. (A to C) Expression of genes in (A) SMC no. 14, (B) SMC no. 17, and (C) SMC no. 18. The secondary right-hand dashed *y* axis tick labels quantify expression of neighboring genes NCU12021 and -12022, which exhibited much larger changes across conidial germination than the other genes in the cluster. Line plots are color-coded by gene. Expression levels of some genes (dashed lines) are quantified by the secondary right-hand dashed *y* axis tick labels. Whiskers indicate 95% credible intervals.

There have been many temperature-sensitive mutants reported in N. crassa, some of which exhibit abnormal growth in culture at 30°C or higher due to disrupted molecule transport systems and disrupted lipid and fatty-acid synthesis. Chaetomium globosum—a close relative to species in the genus *Neurospora*—produces chaetoglobosin, which is toxic to mammals and HeLa cells (104). Chaetoglobosin biosynthesis in *C. globosum* requires the PKS gene *pks-1* (CHGG_00542; 105), which is homologous to one of the three genes in SMC no. 9: the unnamed ORF NCU03584. 

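On PDA, the counts of the 3 libraries of a stage were summed for NCU03583 and NCU03584 (*per-1*), with exact 95% Poisson intervals on the counting error. NCU03583 had 56 counts at 15 min (0.283 CPM, interval 0.214 to 0.367), 18 at 120 min (0.0811 CPM, 0.0481 to 0.128), 23 at 240 min (0.112 CPM, 0.0712 to 0.169), and 11 at 360 min (0.0618 CPM, 0.0309 to 0.111). NCU03584 had 9 counts at 15 min (0.0454 CPM, 0.0208 to 0.0862), 5 at 120 min (0.0225 CPM, 0.00732 to 0.0526), 14 at 240 min (0.0684 CPM, 0.0374 to 0.115), and 12 at 360 min (0.0675 CPM, 0.0349 to 0.118). The intervals of NCU03584 overlap at all 4 stages. Overlap of separate intervals is not a test of a difference, and none was run for this gene, so whether it changed is left open. For NCU03583 only the first stage lay apart from the others. Since both reads of a pair can be counted, these intervals can be too narrow, and that separation is less certain than they show.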

Expressions of NCU03584 and -03583 were highly correlated when cultured on BM37C and on PDA. No metabolites from N. crassa are known to be toxic to mammalian cells, and *Neurospora* is consumed by humans as the fermented legume cake, oncom.

Gene expression was monitored for N. crassa cultured in the dark and with 4 h of light exposure (62, 94). Detection of the effects of light exposure on SMC genes required us to revisit previous data from Wu et al. (62). In these experiments, genome-wide gene expression was sampled for N. crassa on Bird medium with 2% sucrose under five durations of light exposure, including 0 min (continuous 24-h darkness) and 15, 60, 120, and 240 min of exposure. Out of 177 SMC genes, however, 74 (mostly in SMC no. 3, no. 4, no. 7, no. 9, no. 12, and no. 20) were either silent or without measurable expression over more than 2 sample points. The cultures were kept in the dark for 24 h before light exposure. Therefore, the activities of some SMCs may have started completely inhibited and may not have had sufficient time to respond during that short period of light exposure. More data collected from fungal growth under longer light exposures could help to understand why such a large portion of SMC genes were detected as inactive in this experiment.

### Some SMC genes exhibited phenotypes when knocked out.

Knockout mutants of 126 SMCs genes from a previous systematic knockout project (56) were systematically examined for phenotypes in both asexual and sexual growth (Fig. 7, Table S1). The genes *al-2* and *al-3* exhibited phenotypes in asexual growth and conidiation, whereas *ada-6*, *os-5*, *poi-2*, and *pmd-1* exhibited phenotypes in sexual development. Unlike the wild type (Fig. 7A), Δ*os-5* (FGSC1638 *mat A* × FGSC18203 *mat a*) produced no sexual structure or meiotic spores (Fig. 7B). Δ*al-2* (FGSC17611, *mat A*) produced white-colored hyphae and conidia and normal protoperithecia, which further developed into normal perithecia after crossing with the *mat a* wild-type strain (Fig. 7C).

**FIG 7:**
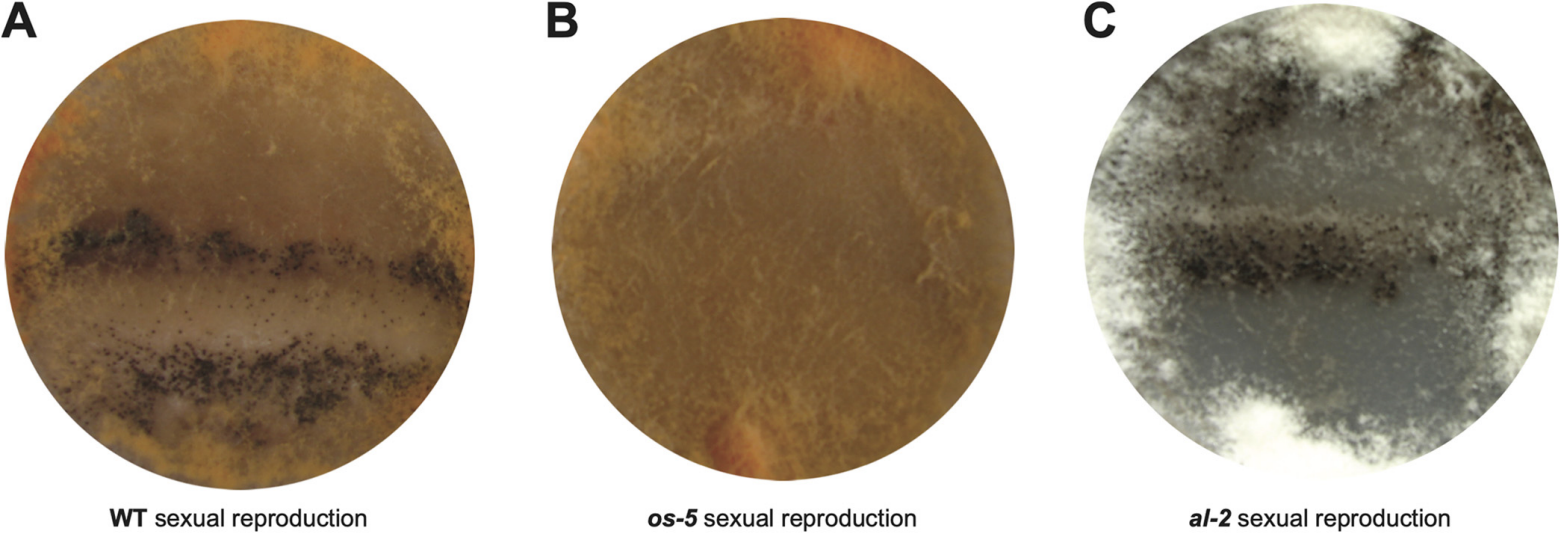
Normal and knockout phenotypes of some SMC genes. (A) Normal sexual development of wild-type strains (FGSC2489 *mat A* × FGSC1400 *mat a*) on SCM featured orange-colored conidia and dark-colored perithecia along the crossing line. (B) Knockout mutants (FGSC1638 *mat A* × FGSC18203 *mat a*) of *os-5* exhibited no sexual development on SCM. (C) Knockout mutants (FGSC17611 *mat A* × FGSC799 *mat a*) of *al-2* on SCM featured white hyphae and conidia.

The high expression levels of SMC no. 20 genes *pre-2* and *poi-2* in conidia and protoperithecia are consistent with predicted functions that are associated with the mating process. These two genes are involved in mating and the initiation of sexual development: knockout mutants of *pre-2* in a *mat-a* strain produce protoperithecia that cannot be fertilized by conidia from the opposite mating type to form perithecia, while knockout mutants of *pre-2* in a *mat-A* strain can reproduce sexually, producing viable meiotic spores (106). All *poi-2* mutants were reported with defects in conidial fertility and the mating response, including reduced vegetative growth, few protoperithecia, as well as low viability of their sexual progeny (107). These phenotypes are highly consistent with *pre-2* and *poi-2* expression profiles. Other genes in SMC no. 20 were highly coordinately expressed with *pre-2* and *poi-2.* However, no knockout phenotypes were observed for any other gene in SMC no. 20. Therefore, an integrative understanding of these mostly unannotated genes requires further molecular and functional analysis that could reveal crucial details of the regulatory networks of *pre-2* and *poi-2*.

### Orphan genes disrupt synteny and challenge functional prediction of SMCs.

Synteny is the key character applied to perform prediction of fungal SMCs. Expression profiles largely support the SMCs predicted by antiSMASH. However, genes in the flanks often behave differently from the centrally located genes in the clusters. Therefore, we expanded searches for the outer boundary of the SMCs—beyond the centrally located core genes—and often identified additional neighbor genes with a similar expression regulation with the centrally located genes (Table 2).

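For PDA, the first and the last gene of each SMC were compared with the genes between them, by the r of a gene's log2(CPM + 0.5) stage means with the mean of the other genes of its SMC. In the 16 SMCs with at least 5 genes that had counts, the mean r was 0.198 for the 32 genes at the ends and 0.267 for the 118 central genes. The difference of -0.068 was within what shuffling the positions inside each SMC gave (permutation test, two-sided, p = 0.62), and it lay between -0.107 and -0.049 with single libraries left out.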

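On PDA, the genes beside SMC no. 20 on chromosome VII of NC12 moved in both directions from 15 to 120 min. Upstream of the SMC, NCU05750 (3705823 to 3707798) had a log2 fold change of 0.52 (standard error 0.05) and NCU05753 (3713868 to 3716035) of 3.00 (standard error 0.12). Between them, NCU05751 had a log2 fold change of -2.61 (standard error 0.82, edgeR adjusted p = 0.0099), which was -3.25 without 120 min replicate 2, and NCU05752 of -1.34 (standard error 0.07). On the other side, *cat-2* (NCU05770, 3764986 to 3767954) had a log2 fold change of -2.77 (standard error 0.20). All 5 changes were past the threshold of edgeR's test.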

Synteny was observed among these neighbor genes and among their orthologs in other fungal genomes. Synteny was likely maintained by natural selection for conserved, coregulated function. For example, genes NCU05750 to -5753 and NCU05770 near SMC no. 20 exhibited similar expression patterns during asexual growth and sexual development (Table S1). Nevertheless, a few genes within the predicted SMCs are “orphan” genes that have no homologs in a representative set of ascomycetous genomes (108). Furthermore, knockouts of orphan genes without homologs in other fungal genomes did not exhibit any observable phenotypes under any of the laboratory conditions examined. Therefore, the presence of the orphan genes in conserved SMCs is an evolutionary genomic conundrum worthy of further investigation. Perhaps relocation of orphan genes is not infrequent, although the mechanisms underlying such relocations are not well understood (108, 109). The presence of these orphan or young genes has previously confounded the identification of fungal SMCs (110). Orphans that were predicted in SMCs by antiSMASH could simply be due to their being embraced by syntenic orderly conserved SMC genes within the cluster. These orphan genes were inactive in most of the stages sampled along the N. crassa life cycle, suggesting that their functions are nonessential in laboratory environments.

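On PDA, 2 of the 7 orphan genes (NCU00583 and NCU05759) had no count in any library, nor had NCU05760 and NCU05769, which the paper gives as found in *Neurospora* and *Sordaria*. Another 4 orphan genes had at most 100 counts in the 12 libraries together, with 97 for NCU07122, 18 for NCU04804, 6 for NCU04867, and 5 for NCU08442. NCU04998 in SMC no. 16 had 334 counts, of which 155 fell at 15 min and 48, 61, and 70 at the later stages. Its log2 fold change from 15 to 120 min was -1.91 (standard error 0.32, edgeR adjusted p = 9.6e-05).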

### Conclusion.

In this study, we verified 14 SMCs that had been predicted in the JGI database and identified an additional 6 SMCs, distinguishing their core genes in the genetic model Neurospora crassa. Furthermore, identified stages in the life cycle in which the SMC genes are actively expressed and dynamically regulated disclosed possible roles of some SMCs in asexual and sexual development, especially along with knockout phenotype evidence for the SMCs that exhibited divergent expression regulation during sexual reproduction. Coordinately regulated gene sets (CRGSs) were identified in 18 predicted SMCs. Divergent activity of SMCs between asexual and sexual development was observed—including upregulation of carotenoid derivatives in asexual growth and upregulation of the mycotoxin neurosporin A gene cluster in sexual development. 

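For asexual growth on PDA, the geranylgeranyl pyrophosphate synthetase gene *al-3* (NCU01427, SMC no. 10, chromosome V of NC12, 4030155 to 4032913), which encodes an enzyme of carotenoid synthesis, had 13.4 ± 0.725 CPM at 15 min, 28.8 ± 1.78 at 120 min, 36.7 ± 0.715 at 240 min, and 38.9 ± 2.56 at 360 min (SD, n = 3). It was upregulated from 15 to 120 min with a log2 fold change of 1.10 (standard error 0.06) and from 120 to 240 min with 0.35 (standard error 0.06, edgeR adjusted p = 0.0022).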

Phenotypes were systematically investigated for knockout mutants available in 126 SMC genes. Except for a few knockout mutants that produced striking phenotypes in asexual and sexual growth, most SMC gene knockouts exhibited wild-type phenotypes across the N. crassa life cycle on artificial media and under laboratory conditions. This lack of phenotypic effect calls for increasingly thorough investigations of environmental conditions that may reveal knockout phenotypes.

We also reported the presence of orphan genes in SMCs, especially at the flank regions. We suggested that further investigation of the regulation and function of the orphan genes is needed. Further investigation could elucidate the relevant evolutionary roles and ecological functions—including but not limited to mycotoxins, antibiotics, biopolymers, and biohazards—of fungal SMCs. Our observations raise several questions deserving further investigation regarding SMC gene functional integration and SMC definition in N. crassa. First, we have demonstrated divergent regulation of SMCs in response to different ecological and/or developmental conditions. However, how the natural environmental, spatial, and temporal conditions for expression of genes in an SMC are associated with their functions in secondary metabolism requires more comprehensive examination. Second, we have confirmed that expression of genes in SMCs is frequently coordinately regulated and, interestingly, in different patterns under different conditions. Whether the complexity of differential coordination in distinct developmental processes arises from one, a few, or many genetic regulatory factors is a challenge for future investigations. Third, we have discovered uncoordinated expression of some genes within predicted SMCs, including both flanking genes and centrally located genes. These observations provide support to efforts to include transcriptomics in improved algorithms for prediction of SMCs. Last, our research has revealed nonsyntenic and nonconserved elements in many SMCs by comparison to diverse fungal genomes, raising new questions regarding the means by which gene expression evolves in clusters of coregulation. Fungal SMCs present a tractable subset of the genome for investigation of these and many other essential questions of molecular evolutionary biology.

## MATERIALS AND METHODS

### Strains and culture conditions.

Asexual growth was sampled for four key stages of conidial germination as in our previous study on this process in N. crassa on Bird medium and maple sap medium at 25°C (66). The experiments were performed with N. crassa *mat A* (FGSC2489) macroconidia, which were harvested from 5-day cultures on BM. Then, 1 × 10^5^ spores were placed onto the surface of a cellophane-covered medium in petri dishes (60 mm, Falcon, reference [ref.] 351007).

Two additional media and one high-temperature condition were investigated—Bird medium (BM, 37°C) and potato dextrose agar (PDA, 25°C; Table S1). Conidia were spread on both media and incubated in a refrigerated incubator (VWR Signature diurnal growth chamber), maintained under continuous white light. Cellophane membranes with fungal tissues were collected when the majority of active spores (>50%) were at each of the following four stages: (i) fresh spores, (ii) first evidence of polar growth, (iii) doubling of the longest axis length, and (iv) commencement of the first hyphal branching (roughly 15, 60, 120, and 240 min, respectively, for cultures on BM at 37°C; and 15, 120, 240, and 360 min, respectively, for cultures on PDA at 25°C). Tissue samples were flash-frozen in liquid nitrogen and stored at −80°C. Biological replicates included all tissues collected from multiple plates in one collection process. Three biological replicates were prepared for each sampled point.

### Identification of SMCs and coexpression SMC gene clusters in Neurospora crassa.

SMCs analyzed in this study were obtained by two methods. First, known SMCs in N. crassa, *N. discreta*, and *N. tetrasperma* annotated in the JGI Fungal Genome database (18) were compared, focusing on the synteny within each predicted SMC. Second, to predict SMCs in the N. crassa genome, the online antiSMASH v5.0 fungal version (76) was executed. This software was developed for rapid genome-wide identification of SMCs and for annotation of bacterial and fungal genomes. The detection stringency of antiSMASH was set to be relaxed, with extra features including known cluster BLAST, subcluster BLAST, cluster Pfam analysis, active site finder, and RREfinder, as well as cluster border prediction based on transcription binding sites.

Expression was profiled for genes identified in the SMCs under the following developmental stages and conditions: (i) four stages of asexual growth (BM, MSM, PDA, and BM37), (ii) three stages of the conidiation, and (iii) eight stages from the protoperithecia to the production of mature ascospores during sexual reproduction and development. Expression correlation among SMCs was calculated using R. Average expression fold changes of genes in each SMC were calculated, and pairwise distance was estimated among all SMCs. Pearson correlation coefficients were then calculated, and expression correlations were used to cluster SMCs with similar regulation. Data from different experiments were analyzed separately; no expression data sets from different experimental settings were combined.

To identify coexpression gene clusters as coordinately regulated gene sets (CRGSs) that were not perfectly synchronized from short time-series data, fold change profiles were analyzed in R using distance-based clustering lag-penalized weighted correlation (78), for which the maximum lag was set to one interval between collected data points, the penalty was set as low, and 10 iterations were performed. Genes with no detectable expression (0 mapped reads) in more than two time points were excluded from analysis. To identify up to eight CRGSs per experimental condition, the Cutree function was executed. Genes sharing the same CRGS were considered to be coordinately regulated. SMCs with at least half of their genes listed in the same CRGS under certain growth conditions and developmental processes were considered to be active under those growth and development conditions.

### RNA isolation and transcriptome profiling, data acquisition, and analysis.

Total RNA was extracted from homogenized tissue with TRI Reagent (Molecular Research Center) as in Clark et al. (111), and sample preparation and sequencing followed our previous work (29, 66, 68). Briefly, mRNA was purified using Dynabeads oligo(dT) magnetic separation (Invitrogen). For RNAseq library prep, mRNA was purified from approximately 200 ng of total RNA with oligo(dT) beads and sheared by incubation at 94°C in the presence of Mg (Roche KAPA mRNA HyperPrep, catalogue no. KR1352).

Following first-strand cDNA synthesis with random primers, second-strand synthesis and A-tailing were performed with dUTP to generate strand-specific sequencing libraries. Adapter ligations with 3′ dTMP overhangs were ligated to library insert fragments. Fragments carrying the appropriate adapter sequences at both ends were amplified; second strands marked with dUTP were not amplified. Indexed libraries were quantified by reverse transcription-quantitative PCR (qRT-PCR) using a commercially available kit (Roche KAPA Biosystems, catalogue no. KK4854). Samples with a yield of ≥0.5 ng/μL and a size distribution of 150 to 300 bp were deemed appropriate for further quality checking and sequencing. The quality of cDNA samples was verified with a bioanalyzer (Agilent Technologies 2100).

The cDNA samples were sequenced at the Yale Center for Genomics Analysis (YCGA). A total of 24 sequencing libraries (3 replicates per condition) were produced with the Illumina TruSeq stranded protocol. The libraries underwent 101-bp paired-end sequencing using an Illumina NovaSeq 6000 (S4 flow cell) according to Illumina protocols. Adapter sequences, empty reads, and low-quality sequences were removed. For each read, the first six nucleotides and the terminal nucleotides at the point where the Phred score of an examined base fell below 20 were trimmed for each read using in-house scripts. If, after trimming, the read was shorter than 45 bp, then the whole read was discarded.

Trimmed reads were aligned to the N. crassa OR74A v12 genome from the Broad Institute (55) using HISAT2 v2.1, indicating that reads correspond to the reverse complement of the transcripts and reporting alignments tailored for transcript assemblers. Alignments with a quality score below 20 were excluded from further analysis. Reads were counted for each gene with StringTie v1.3.3 and the Python script prepDE.py provided in the package. StringTie was limited to report reads that matched the reference annotation. Sequence data and experiment details were made available at the GEO database (https://www.ncbi.nlm.nih.gov/geo/).

Statistical analysis of the sequenced cDNA tallies for each sample was performed with LOX v1.6 (77), ignoring raw reads that mapped ambiguously or to multiple loci. Average expression fold changes of genes in each SMC were calculated. Pairwise distance was estimated among all SMCs. Pearson correlation coefficients were then calculated, and then expression correlations were used to hierarchically cluster SMCs with similar regulation in the form of a heatmap.

Data from a recent study on conidiation and stress response in N. crassa (84) were also reanalyzed using LOX to reveal SMC activities during conidiation in the wild-type strain (FGSC4200). In that study, conidiating fungal tissues were cultured on Vogel’s medium (112) under constant light at 28°C and sampled three times over a period of 24 h.

### Knockout strains and phenotype identification.

Knockout (KO) strains for more than 9,600 genes (54), including deletion cassettes for genes in either of the two mating types, were acquired from the Fungal Genetic Stock Center (113). From the KO strains stock, the 126 available KO mutants for genes in the predicted SMCs (Table S1) were examined for altered phenotypes during asexual and sexual growth and development. All strains were cultured on BM for asexual growth and on SCM for sexual growth under constant white light at 25°C. Three independent investigations were applied to verify phenotypes observed for KO strains.

### Data availability.

Transcriptomics data generated from the Townsend lab and used in this study have been deposited in the GEO database under accession no. GSE41484, GSE101412, and GSE168995.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

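Gene expression was measured by RNA sequencing in 12 libraries of *N. crassa* conidia germinating on PDA, with 3 replicates at each of 4 stages (15, 120, 240, and 360 min). The other media, the conidiation course, the sexual course, and the light course were not analysed here. Libraries were assigned to a stage and a replicate from the sample labels, and the labels and the paper agree on the stages. The temperature of PDA growth is 25°C in the methods, the figure legends, and the labels, and 37°C in Table 1 and a sentence of the results. The collection times of these libraries are those that the methods give for PDA at 25°C, which argues against 37°C.

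The authors deposited one table of counts per gene, which are not normalized. They trimmed reads with low-quality ends, aligned with HISAT2 to version 12 of the OR74A genome, removed alignments of low mapping quality, and estimated coverage with StringTie. A script supplied with StringTie multiplies coverage by transcript length, divides by a read length, and rounds up, so that these counts are estimates. A read length set differently from the true one would scale all counts and with them the counting intervals and limits. The libraries were paired-end, so both reads of a pair can enter a count. The intervals and limits treat counts as independent and can then be too narrow and too low. The authors also deposited a table of relative expression levels from LOX, which for each gene gives the ratio to the lowest stage above 0 with a 95% credible interval, and for which the 3 replicates of a stage were pooled. These ratios were used for alternatives and for comparisons with the paper's statements and with edgeR, and they have no replicate error. The LOX values equal those of Table S1 for all 177 SMC genes, and the counts equal those of Table S2 for the 1776 rows and 5 of the 12 PDA columns held here, which are a part of that table. Gene symbols, products, and coordinates were taken from a reference table of assembly NC12, in which 10590 of 10592 gene IDs were found. For NCU08439 the paper's name *pmd-1* is used.

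The libraries held between 51555784 and 84946272 counts, so that 3 counts, the limit that a count of 0 allows, stand for 0.0353 to 0.0582 CPM in 1 library. A deeper library gives less counting error. No pair of libraries differed by as little as sampling noise, so that none was treated as a repeat of another (chi-square per gene at least 15.8). The replicate numbers were not used to pair libraries in the comparison of stages. They were used for profiles and ratios of single libraries and for an alternative with the number as a block.

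Stages were compared with edgeR (version 4.0.16, R 4.3.3), with TMM factors, filterByExpr, a model with 1 mean per stage over all 12 libraries, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The common biological coefficient of variation was 0.102. SMC genes as a set were compared with all other tested genes by camera with a preset correlation of 0.01 on limma's voom fit (version 3.58.1), at 3 intervals. Profiles, correlations, groupings, and permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and SciPy 1.17.1, and figures with matplotlib 3.10.9. Profiles used CPM scaled by library totals. Genes without counts in more than 2 stages were left out of profiles and groupings, as in the paper. Groupings used 8 groups from complete linkage on correlation, since the paper's lag-penalized weighted correlation and LOX could not be run here. The within-SMC and end-gene comparisons used log2(CPM + 0.5). The shuffles numbered 100000 and the random lists 10000.

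The steps were tested on simulated data, for the profiles, groupings, and stage assignments only after these had first been computed from the real values. For the comparison of 15 with 120 min, with counts drawn from the means and library sizes of the real genes, edgeR recovered 192 of 200 changed genes (96%) with 9 false calls among 8004 tested genes, and made 0 calls when no gene was changed. DESeq2 recovered 188 of 200 (94%) with 9 false calls among 9525 genes. The simulated genes shared the same spread, and as many rose as fell. In the real comparison 6713 of 8118 tested genes changed, so the simulation does not test scaling or calls where most genes change. For the same comparison a shift of -0.5 in a set of 134 genes among 7996 was estimated as -0.52, and a set without shift as -0.01. All 14 checks of the profile, grouping, list, and stage assignment steps passed.

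The genes named in the text were fixed by a rule before the data were examined, though after the paper's tables had been read. They are the genes of SMCs no. 1, no. 5, no. 8, no. 9, no. 13, and no. 20, the 7 orphan genes and the 2 genes found in *Neurospora* and *Sordaria*, *al-3*, other SMC genes the paper names, and the neighbors of SMC no. 20 it names. From all tested genes past the threshold with a mean log2 CPM above 3 and stages that do not overlap, they include the 3 with the largest rise and the 3 with the largest fall from 15 to 120 min and from 240 to 360 min, and the same rule from 15 to 120 min was applied to the SMC genes. The condition that stages do not overlap was applied to CPM scaled by library totals. With TMM-scaled CPM, tried after the values were seen, NCU08786 would take the place of *adh-1* (NCU01754) among the 3 largest rises from 240 to 360 min, and the other genes would be the same. Alternatives set before the data were examined were DESeq2 (version 1.42.0), scaling by totals alone or by upper quartiles, no filter or at least 10 counts in every library, a test against a 2-fold change, the replicate number as a block, only the libraries of the compared stages, other choices for profiles and groupings, and each library left out in turn. Leaving out the genes of ribosomal RNA, and counting the criterion of the gene sets over all genes of an SMC, were added after the values were seen. Overlapping genes can share reads under this counting, which is stated where it concerns a named gene.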

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

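The tests of library scaling, of a mislabelled library, and of ribosomal RNA and growth stage in the library with a high share of NCU17319 were chosen after the results were seen, as were the counts over other splits of the libraries and other assignments of the stages to them. The tests of depth, of abundant genes, and of gene length were planned.

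The paper discusses SMC genes, whereas most genes outside the SMCs changed as well on PDA. Between 15 and 120 min 6597 of the 7979 tested genes outside the SMCs changed (82.7%), compared with 83.5% of the SMC genes. Depth does not account for this, since 6525 outside genes changed when every library was thinned to the smallest total. Abundant genes do not either, since 6515 changed when the 100 genes with the most counts, which hold 42.9% of them, were left out. With library totals alone 6553 changed. The longest and the shortest genes (20% of tested genes each) differed by 0.06 in median log2 fold change, and for all 6 libraries of the 2 stages the 2 nearest libraries were those of their own stage, which argues against a wrong label. Differences between libraries that do not follow the stage are argued against, since all ways of assigning the stages to the 12 libraries gave as many libraries with such neighbors in a share of 0.00032 (exact permutation test). The stages of 86.3% of tested genes did not overlap, where chance gives 10%. The other 9 splits of the 6 libraries gave at most 1 changed gene, compared with 6713 over all tested genes, although 10 splits (1 of 10 as large, the real one) cannot by themselves exclude chance. The growth stage, and anything else that differed between collection times, stays open as the explanation, and no test separated these.

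Outside the SMCs, 1791 genes (22.4%) changed between 120 and 240 min, 3341 (41.9%) between 240 and 360 min, and 6697 (83.9%) between 15 and 360 min. In each of these comparisons, too, 1 of 10 splits of the libraries gave as many changed genes, the real one, and the other splits gave at most 1. The same test over assignments of the stages gave shares of 0.0012 between 120 and 240 min and 0.0036 between 240 and 360 min over the 9 later libraries, and 0.00065 between 15 and 360 min over all 12 (exact permutation tests), which argues against differences that do not follow the stage. The separate tests of depth, abundant genes, and length were run for the first interval only. Over all tested genes, the number for 120 to 240 min was 1122 without 240 min replicate 2, 1102 without 240 min replicate 3, and 2578 without 360 min replicate 3, compared with 1812 from all libraries. The stages of 46.3% of tested genes did not overlap between 120 and 240 min, of 51.8% between 240 and 360 min, and of 84.8% between 15 and 360 min, where chance gives 10%.

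Genes outside the SMCs with the largest changes from 15 to 120 min are not discussed in the paper. NCU09184 had 11700 counts in the 3 libraries at 15 min and 4 at 120 min, a fall of 3411-fold (95% counting interval 1332 to 12519). The 4 counts all lay in 120 min replicate 1, without which the fall was at least 3137-fold against a limit of 3 counts over the remaining libraries. The fitted log2 fold change of -11.60 was -15.06 without that library and -11.00 without 120 min replicate 3. The gene *eas* (NCU08457) had a log2 fold change of -8.71 (standard error 0.54), from 4059 to 9.7 CPM. Upward, NCU01511 had a log2 fold change of 6.70 (standard error 0.15), NCU01190 of 6.11 (0.17), and *fba* (NCU07807) of 5.97 (0.05), the last from 29.2 to 1826 CPM. These changes exceed by far the shifts that scaling brings to the median gene, which were 0.03 with TMM factors, 0.08 with totals alone, and -0.18 with upper quartiles on the log2 scale. No biological explanation was tested for single genes.

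From 240 to 360 min, *ena-1* (NCU05046) had a log2 fold change of -1.58 (standard error 0.10), NCU05038 of -1.14 (0.09), and NCU02979 of -1.07 (0.09). In the other direction, *chit-1* (NCU02184) had a log2 fold change of 2.52 (standard error 0.15), from 6.75 to 38.6 CPM. NCU04276 had a log2 fold change of 2.46 (standard error 0.51), with 9.53, 53.3, and 29.2 CPM in the libraries at 360 min, and of 1.80 without 360 min replicate 2. The place of *adh-1* (NCU01754) among the 3 largest rises depends on the scaling used to ask whether stages overlap, since with TMM-scaled CPM, tried after the values were seen, NCU08786 with 2.12 (standard error 0.14) would take it. For *adh-1* the log2 fold change of 2.25 (standard error 0.68, edgeR adjusted p = 0.019) rests largely on 360 min replicate 2, which had 90.7 CPM against 8.72 and 16.2 in the others. Without that library it was 0.62 (edgeR adjusted p = 0.24), and without 240 min replicate 1 or replicate 3 it was 2.16 (edgeR adjusted p = 0.064) and 2.24 (edgeR adjusted p = 0.055). The 3 libraries at 360 min share their stage, so the stage as such cannot account for the spread of *adh-1* among them. What differed between these cultures was not tested, and a smaller rise with the stage is not excluded.

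One rRNA gene, NCU17319, took 10.8% of the counts in 360 min replicate 3, compared with at most 7.13% in the libraries of the other stages (15 min replicate 2) and as low as 1.27%. Of the 4 other rRNA genes with enough counts, 4 were higher in this library than in both others of the stage (median log2 ratio 1.99), where chance gives 33.3% for each. A candidate explanation is therefore more ribosomal RNA in this library, and whether it came from the mRNA selection or from the culture was not tested. The growth stage as such is argued against, since the other libraries of the stage had at most 2.06%. With the rRNA genes left out, an alternative added after the values were seen, 3396 genes changed between 240 and 360 min, of which 3380 were among the 3390 found with them.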

How the results depend on the processing

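Other splits of the libraries, and the alternatives that leave out rRNA genes or count a gene set over all genes of an SMC, were chosen after the values were seen. Over 24 results on comparisons, 142 of 179 values from alternatives held, 34 moved, 2 passed the threshold anew, and 1 reversed. A count of genes or SMCs held if it stayed within a factor of 1.5 and any p kept its side of the threshold. By this rule 2683 against 1812 changed genes from 120 to 240 min held. Other values held if they kept direction and side of the threshold or stayed within the spread. The 2 that passed anew are from fry, which makes no comparison with other genes. With single libraries left out, 249 of 276 values over 23 results held, 20 moved, 2 passed the threshold anew, and 5 reversed. Where no reason follows from the way an alternative was made, the cause was not tested.

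A test against a 2-fold change asks for larger effects and so gave fewer genes by construction. It left 3080 changed genes from 15 to 120 min, 11 from 120 to 240 min, 8 from 240 to 360 min, and 3576 from 15 to 360 min. Of SMC genes it left 19 upregulated and 41 downregulated from 15 to 120 min, 0 and 0 in both later intervals, and 25 and 41 from 15 to 360 min. Of the 71 changes of named genes it called 32, compared with 62. Asking for at least 10 counts in every library removes genes that fell to no counts, and left 43 downregulated SMC genes from 15 to 120 min and 41 from 15 to 360 min. With only the 6 libraries of the compared stages, 12 SMC genes were downregulated from 120 to 240 min, compared with 6, and 2683 genes changed.

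With library totals alone the median log2 fold change of all genes was 0.18 from 240 to 360 min and 0.28 from 15 to 360 min, compared with 0.02 and 0.03 with TMM factors. With upper quartiles it was -0.18 from 15 to 120 min and -0.16 from 15 to 360 min, compared with 0.03 for both with TMM factors. With its shift left in, scaling by totals alone gave 47 SMC genes upregulated and 12 downregulated from 240 to 360 min, compared with 26 and 23. Over all genes it gave 3367 upregulated and 578 downregulated (85.3% upregulated) from 240 to 360 min, compared with 1680 and 1710, and 1134 and 441 (72.0% upregulated) from 120 to 240 min, compared with 1022 and 790. The test against a 2-fold change gave 11 and 0 from 120 to 240 min and 7 and 1 from 240 to 360 min. With upper quartiles, 25 genes called from 15 to 120 min and 5 called from 15 to 360 min had the opposite direction, as had 42 from 15 to 360 min with totals alone. DESeq2 called 6730, 2117, 3477, and 6866 genes in the 4 comparisons, of which 6363, 1799, 3279, and 6492 were also called by edgeR.

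The median log2 fold change of SMC genes minus that of other genes was -0.334 from 15 to 120 min, with a camera p of 0.06. Without 15 min replicate 2 the difference was -0.297, with a camera p of 0.049. For these 3 intervals the single-library ranges were -0.367 to -0.297 (p from 0.049 to 0.08), 0.033 to 0.099 (p from 0.27 to 0.63), and -0.008 to 0.047 (p from 0.62 to 0.86). From 120 to 240 min the difference was 0.059. From 240 to 360 min it was -0.002, and its sign changed with no filter (0.015), without 240 min replicate 1 (0.014), replicate 2 (0.047), or replicate 3 (0.011), and without 360 min replicate 2 (0.013) or replicate 3 (0.019). There the mean difference was 0.04 and camera's direction upward, so that the median differs in sign from both. Across the alternatives p lay between 6.4e-06 and 0.07 for the first interval, 0.025 and 0.71 for the second, and 0.081 and 0.7 for the third. The lowest p of each range is from fry, which asks whether the SMC genes changed, not whether they differ from other genes. Fitted fold changes of genes without counts depend on the prior count, and with such genes at their bounds (9, 14, and 13 genes) the SMC medians from edgeR were -0.28, 0.00, and 0.00. Other splits of the libraries cannot by themselves exclude chance for the SMC results, since 10 splits exist per comparison, although no other split gave a changed SMC gene in any of the 4 comparisons (0 in each). For SMC genes upregulated and downregulated in each of the 4 comparisons, and for the first 2 median differences, 1 of 10 splits was as large, and for the third median difference 8 of 10 were.

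The mean r over all SMC pairs was 0.248, and 0.156 on a log2 scale, 0.159 with the median over genes, 0.228 with TMM factors, and 0.274 without rRNA genes. For SMCs no. 4, no. 10, no. 14, no. 15, and no. 18 it was 0.662, and 0.571 with the median over genes and 0.725 with TMM factors. The number of SMCs lower at 120 than at 15 min was 12 to 15 and the number of pairs above 0.95 was 20 to 35 across alternatives. The number of SMCs with a coordinately regulated gene set was 7, and 14 with 6 groups, 15 with average linkage, 4 with more than 50% of the genes, and 3 when counted over all genes of an SMC. Without 15 min replicate 2 it was 12, with a permutation p of 0.039, while p lay between 0.12 and 0.87 across the alternatives that keep all libraries. By the clusters of Table S4 it was 12, and 6 with more than 50% of the genes. SMCs above the 95th percentile of within-SMC correlation numbered 2, and 1 with linear CPM, with Spearman's correlation, with runs of neighboring genes, or with lists not matched on expression, and 0 without rRNA genes. The difference between end genes and central genes stayed below 0, from -0.115 to -0.024, with p from 0.38 to 0.84.

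With single libraries left out, the number of changed genes was 6502 to 6925 from 15 to 120 min, 1102 to 2578 from 120 to 240 min, 2714 to 3463 from 240 to 360 min, and 6616 to 6859 from 15 to 360 min. In the second of these it was 1122 without 240 min replicate 2 and 1102 without 240 min replicate 3. Upregulated SMC genes numbered 45 to 48, 11 to 16, 21 to 27, and 49 to 52 in the 4 comparisons, and downregulated ones 65 to 70, 3 to 12, 21 to 26, and 63 to 69. The 3 were found without 120 min replicate 1 and without 240 min replicate 3, and the 12 without 360 min replicate 3. Mean r over all pairs was 0.206 to 0.269, that of the 5 SMCs 0.584 to 0.729, and the pairs above 0.95 numbered 24 to 32. SMCs lower at 120 min numbered 15 in each case. SMCs with a coordinately regulated gene set numbered 9 to 13, above the 7 of all libraries in every case, with 12 without 120 min replicate 3, 11 without 15 min replicate 3, and 13 without 240 min replicate 3. SMCs above the 95th percentile of within-SMC correlation numbered 1 to 2, and the difference between end and central genes was -0.107 to -0.049. Of the 71 changes of named genes 58 to 62 were called, compared with 62. The clusters of Table S4 offer no library to leave out. A stage with 2 libraries was assumed to vary like the others.

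The labels give the stages the same replicate numbers, so edgeR was also fitted with the number as a replicate block. It called 6663, 1731, 3264, and 6767 genes in the 4 comparisons, of which 6632, 1665, 3212, and 6741 were also called without the block, and it changed no call of a named gene. Of 18 correlations between the deviations of libraries that share a number, 3 exceeded 0.1, and they ranged from -0.08 to 0.17. The 3 were those among the 120, 240, and 360 min libraries of replicate 1 (0.17, 0.11, and 0.17). Since not all exceeded 0.1, the numbers were not taken to pair the libraries, while something shared by these libraries of replicate 1 was not excluded.

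For the named genes, 71 log2 fold changes were recomputed. Of 626 values from alternatives, 586 kept direction and side of the threshold, 37 were no longer past it, 3 passed it anew, and 0 reversed. Of the 37, 30 came from the test against a 2-fold change, 3 from totals alone, 2 from upper quartiles, and 2 from fits to the 6 libraries of the compared stages. With at least 10 counts in every library only 59 of the 71 had a value. With single libraries left out, 835 of 852 held and 17 were no longer past the threshold. These concern *cel-2* and NCU03583 from 15 to 120 min, NCU05755 from 15 to 360 min, *adh-1* from 240 to 360 min, and NCU12021 and NCU12022 from 120 to 240 min. Depth limits genes with few counts, for which a change within the counting interval or under 3 counts was not detectable.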

Differences from the paper's values

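The mean r over all pairs of SMCs on PDA was 0.248 here, whereas the paper's value, the mean over Table S3, is 0.432, and each of the alternatives set before the data were examined also differs from the paper's value. For SMCs no. 4, no. 10, no. 14, no. 15, and no. 18 the mean r was 0.662 here, whereas the paper's value, from the same table, is 0.861, and again each of these alternatives differs. The authors' LOX values, which equal Table S1, were among them.

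The paper lists 6 SMCs with a coordinately regulated gene set on PDA. Its results and methods ask for at least 50% of the genes, by which the clusters of its Table S4 give 12 SMCs, which include all 6. Its introduction asks for more than 50%, an alternative set before the data were examined, by which they give 6, of which 5 are on the paper's list. Counted over all genes of an SMC, an alternative chosen after seeing the values, it is 8. From the deposited counts it was 7, of which 4 are on the paper's list. Among the 4 are SMCs no. 8 and no. 9, which have 2 clustered genes each and so reach 50% under any grouping.

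The paper describes upregulation of NCU03583 and *per-1* after germination on PDA. Here NCU03583 had a log2 fold change of -1.82 from 15 to 120 min (edgeR adjusted p = 0.021), which was no longer past the threshold without 15 min replicate 1 (-1.62) or replicate 2 (-1.76) or without 120 min replicate 2 (-1.81) or replicate 3 (-1.55). The gene *per-1* had 9, 5, 14, and 12 counts at the 4 stages, too few to pass edgeR's filter, so it was not tested. From 120 to 240 min the values went in the paper's direction, with a log2 fold change of 0.45 for NCU03583 (edgeR adjusted p = 0.72) and 5 and 14 counts for *per-1*. The authors' deposited LOX ratio rose from 1.29 to 1.78 for NCU03583 and from 1 to 2.75 for *per-1*.

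Over several growth conditions together, the paper describes downregulation of most SMC genes at the establishment of polar growth and upregulation at the first branch. On PDA, 69 of 139 tested SMC genes were downregulated and 47 upregulated from 15 to 120 min. From 240 to 360 min 26 were upregulated and 23 downregulated, so most were not called upregulated. With library totals alone the latter numbers were 47 and 12, and in mean profiles 16 of 20 SMCs were higher at 360 than at 240 min.

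The paper describes upregulation of many genes of SMC no. 5 near the branching stage over several conditions. On PDA, 1 of 6 tested genes was upregulated from 240 to 360 min, *mprp-1* with a log2 fold change of 0.40, and 2 were downregulated, *pmd-1* with -0.23 and NCU08441 with -0.27. With library totals alone, the latter 2 were not called and NCU08440 was called upregulated (0.34). The authors' deposited LOX ratio rose for 4 of the 6, from 11.3 to 17.1 for *mprp-1*, 3.28 to 4.2 for NCU08440, 1.4 to 1.52 for NCU08436, and 1 to 1.21 for NCU08443. The mean profile of SMC no. 5 was also higher at 360 than at 240 min, 3.72 compared with 2.72 with CPM scaled by totals, in 3 of 3 profiles of single libraries, and with TMM factors and LOX values.

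The paper describes similar expression of NCU05750 to NCU05753 and NCU05770 near SMC no. 20 during asexual growth. On PDA, NCU05750 and NCU05753 rose from 15 to 120 min (log2 fold changes 0.52 and 3.00), and NCU05751, NCU05752, and *cat-2* fell (-2.61, or -3.25 without 120 min replicate 2, -1.34, and -2.77).

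Of the 14 genes of SMC no. 20 that the paper describes as coordinately expressed, 12 fell more than 2-fold from 15 to 120 min on PDA, while *pre-2* had 8, 6, 5, and 13 counts and NCU05769 had 0.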

Other observations

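The comparison of neighboring genes expressed at 15 min was tested after it was seen, except for the part that leaves out SMC no. 20. The tests on the fall of SMC genes were planned.

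SMC genes fell more than other genes from 15 to 120 min (median log2 fold change -0.28 compared with 0.05), a difference that did not pass limma's camera test (adjusted p = 0.18). Among 10000 random lists matched on gene length the SMC median lay at percentile 1.45, which argues against gene length. Among lists matched on mean expression it lay at percentile 22.2, within the lists (median -0.17, 95% of lists from -0.45 to 0.11). Mean expression was taken over all libraries, those after 15 min included, so a gene that fell has a lower mean for that reason. The lists matched on it therefore cannot decide whether low expression of the SMC genes accounts for the larger fall. Without SMC no. 20 the difference of medians was -0.230 (124 genes), compared with -0.334, which ran from -0.367 to -0.297 with single libraries left out. A difference of medians thus remained without SMC no. 20, but no test told it apart from no difference. Whether SMC no. 20 alone accounts for the larger fall is therefore left open. The p from limma's camera test was then 0.23, and this weaker p cannot be told apart from the loss of genes tested.

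For PDA, 33 genes had at least 0.5 CPM at 15 min and at most 3 counts in each of the 9 later libraries, among 7374 genes with that level at 15 min. Of these genes 8 are in SMC no. 20 and 0 in other SMCs. A hypothesis is that genes present at 15 min alone lie beside each other more often than chance. There were 6 neighboring pairs among the 33 genes, compared with 0.111 expected in random draws (permutation p = 0.0001, the smallest that the draws can give), and 0 of 10000 draws matched on the level at 15 min had as many, so that low counts are argued against. With every gene that overlaps another left out, 3 pairs remained among 25 genes, compared with 0.0705 expected (permutation p = 0.0002), so reads shared between overlapping genes do not account for these 3. All pairs lie in SMC no. 20, in a run of 6 genes from NCU05761 to NCU17268 (chromosome VII of NC12, 3734171 to 3743489) and a run of 2, NCU17270 and NCU17271. Without SMC no. 20 there were 0 pairs among 25 genes, so the pattern may be one of this SMC alone. RNA stored in conidia and lost after plating, or transcription that ended, were not separated by these data.

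Some genes are described in the paper for growth on BM at 37°C and were also measured on PDA. In SMC no. 14, *pks-1* (NCU06013) had a log2 fold change of -0.88 (standard error 0.09) from 15 to 120 min and *abc-6* (NCU06011) of -4.20 (standard error 0.71), which was -5.37 without 120 min replicate 3. The other genes the paper names there did not change detectably, NCU06009 with -0.31 (edgeR adjusted p = 0.17) and *gh71-2* (NCU06010) with -0.00 (edgeR adjusted p = 0.98). With upper quartiles NCU06009 was called downregulated (-0.57), and *gh71-2* fell from 240 to 360 min (-0.59, edgeR adjusted p = 0.0031). In SMC no. 17, *pks-4* (NCU08399) had -1.88 (standard error 0.15), whereas *dim-1* (NCU08395) rose with 0.39 (edgeR adjusted p = 4.2e-05), and *aep-2* (NCU08398) had 12 counts in all and was not tested. In SMC no. 18, *lacc* (NCU04528) had -2.45 (standard error 0.51) and *div-19* (NCU04535) -0.71 (standard error 0.07), whereas *nmp-1* (NCU04534) rose with 0.32 (edgeR adjusted p = 5.3e-05). With upper quartiles neither *dim-1* (0.12) nor *nmp-1* (0.06) was called. NCU12021 and NCU12022 of SMC no. 18, whose annotated spans overlap and which can share reads, had log2 fold changes of 2.22 (standard error 0.43) and 2.59 (standard error 0.46), which were 1.51 and 1.85 without 120 min replicate 3. The libraries of NCU12021 at 120 min spread over 3.79, 9.6, and 19.5 CPM. Its change from 120 to 240 min, 1.18 (edgeR adjusted p = 0.036), was no longer past the threshold without any of 15 min replicate 1 (edgeR adjusted p = 0.051), 120 min replicate 2 (0.12), or 240 min replicates 1 (0.056), 2 (0.1), and 3 (0.089), and was 1.89 without 120 min replicate 3. For NCU12022 it was 1.50, and 1.38 without 120 min replicate 2 (edgeR adjusted p = 0.055) and 1.32 without 240 min replicate 3 (edgeR adjusted p = 0.053), and it was 2.24 without 120 min replicate 3.

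Among SMC genes with a mean log2 CPM above 3, the largest changes from 15 to 120 min besides *poi-2* were those of *app* (NCU04533, SMC no. 18), with a log2 fold change of -7.41 (standard error 0.27) from 6961 to 47 counts, *ci-1* (NCU05001, SMC no. 16), with 5.93 (standard error 0.21), and *erg-6* (NCU03006, SMC no. 2), with 3.81 (standard error 0.07). Below that level, NCU05763 and NCU05764 of SMC no. 20 fell at least 555-fold and 196-fold against a limit of 3 counts over the 3 libraries, compared with 173-fold for *app*. The authors' LOX ratio and edgeR gave the same direction from 15 to 120 min for 128 of 130 SMC genes that have both, with a median difference of 0.06 on the log2 scale (5th to 95th percentile 0.04 to 0.08). The mean profile at 360 min was above that at 240 min in 16 of 20 SMCs with CPM scaled by totals and with LOX values, and in 13 with TMM factors, a count made after the values were seen. The library 360 min replicate 1 is the one whose 2 nearest libraries were not both of its own stage.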
